# NCOA4 Regulates Iron Recycling and Responds to Hepcidin Activity and Lipopolysaccharide in Macrophages

**DOI:** 10.3390/antiox11101926

**Published:** 2022-09-28

**Authors:** Cole A. Guggisberg, Juyoung Kim, Jaekwon Lee, Xiaoli Chen, Moon-Suhn Ryu

**Keywords:** ferritinophagy, ferritin, erythrophagocytosis, iron deficiency, heme, inflammation

## Abstract

Macrophages, via erythrophagocytosis, recycle iron from effete erythrocytes to newly developing red blood cells. Conversion of potentially cytotoxic levels of iron from its heme into nonheme form during iron recycling is safely accomplished via coordinated regulations of cellular iron transport and homeostasis. Herein, we demonstrate the roles and regulation of NCOA4 (nuclear receptor coactivator 4)-mediated ferritinophagy in macrophages after erythrophagocytosis using the mouse macrophage cell line J774 cells. Ferritin in J774 cells increased with the rise of nonheme iron by erythrocyte ingestion and declined when total cellular iron contents subsequently decreased. NCOA4, a selective autophagic cargo receptor for ferritin, was responsible for the control of cellular ferritin and total iron contents at the later stage of erythrophagocytosis. A hepcidin analog, which limits the flux of iron through iron-recycling by inhibiting iron export at the plasma membrane, repressed NCOA4 expression and led to accumulation of ferritin in the mouse macrophages. Transcriptome analyses revealed a functional association of immune response with NCOA4-dependent gene expressions, and we confirmed repression of *Ncoa4* by lipopolysaccharide (LPS) in J774 cells and the spleen of mice. Collectively, our studies indicate that NCOA4 facilitates cellular ferritin turnover and the release of iron by macrophages after erythrophagocytosis and functions as a regulatory target for molecular signals of systemic iron overload and inflammation. These identify macrophage NCOA4 as a potential therapeutic target for disorders of systemic iron dysregulation, including anemia of inflammation and hemochromatosis.

## 1. Introduction

Iron is essential to the mammalian cell due to the array of its biological functions. Iron in these cells functions as a cofactor for hundreds of metalloproteins, including those in DNA replication, electron transfer, and energy metabolism, and serves as a substrate for heme biosynthesis. Yet, excess iron can be toxic due to its redox-active nature [1]. Particularly, nonheme iron in the cytosol can lead to the production of hydroxy radicals, resulting in oxidative stress and cell damage when mishandled. Thus, cellular iron homeostasis and the labile iron pool must be tightly regulated for a balanced supply and demand. This is accomplished by coordinated expressions and regulated activities of proteins mediating the import, export, storage, and delivery of cellular iron.

At the organismal level, the primary consumer of iron is the erythron, where iron is used for production of heme. Human erythrocytes turn over every 120 days and are replaced through the supply of new red blood cells from erythropoiesis [2]. The large demand for iron by erythropoietic cells is met by the recycling of iron from senescent and effete red blood cells. Under normal steady-state conditions, iron recycled from erythrocyte turnover has been estimated to contribute up to 90% of the daily iron requirement for producing new red blood cell in humans [3]. Reticuloendothelial macrophages are the primary cell-types that carry out the recycling of heme into nonheme iron, and initiate the process by engulfing erythrocytes, i.e., erythrophagocytosis [3].

An individual human erythrocyte contains approximately 270 million molecules of hemoglobin (Hb), with each Hb composed of up to four heme iron molecules [4]. Thus, macrophages must be equipped to cope with the large expansion in its iron load after erythrophagocytosis. An important cytosolic protein for iron storage is ferritin. By forming a 24-mer spherical structure with ferritin L (FTL1) and ferritin H (FTH1) subunits, ferritin accommodates up to 4500 atoms of iron within its internal core [5]. Ferritin expression is translationally regulated by the labile iron pool via an iron response element (IRE) at the 5′-UTR of its transcripts. Expansion in the labile iron pool liberates IRE from iron regulatory protein (IRP) binding, which promotes ferritin translation [1]. Proteolysis of ferritin via lysosomal degradation has been proposed as the primary mechanism by which cells mobilize iron from ferritin [6,7]. The delivery of ferritin to lysosome is initiated by ferritinophagy, which involves the binding of a selective cargo receptor, NCOA4 (nuclear receptor coactivator 4) [8,9]. NCOA4-bound ferritin nanocages are transferred to autophagosomes for degradation and the release of their iron content.

Induction of ferritin expression by erythrophagocytosis has been observed in macrophages [10]. However, how ferritin iron is mobilized into the cytosol prior to its export from iron-recycling macrophages remains unclear. Iron accumulation in the spleen, a primary site for reticuloendothelial macrophages, has been observed in *Ncoa4* mutant models, suggesting a role of ferritinophagy in this process [9,11]. To gain a better understanding of the underlying mechanisms of ferritin regulation in macrophages, we employed an extensively validated in vitro model of erythrophagocytosis [10] and characterized the roles of ferritin and NCOA4 during iron recycling and their responses to molecules with physiological implications for organismal iron homeostasis and immune response.

## 2. Materials and Methods

### 2.1. Cell Culture and Iron Treatments

J774, clone E, and murine macrophages were acquired from Dr. Mitchell Knutson (University of Florida, Gainesville, FL, USA) and maintained at sub-confluency in AMEM containing 10% FBS (Sigma-Aldrich, Burlington, MA, USA; #F2442), 100 U/mL penicillin, and 100 μg/mL streptomycin. Cellular iron deficiency was produced by treatment of deferoxamine (DFO; Sigma-Aldrich #D9533) at a final concentration of 100 μM. Iron loading was achieved by supplementing the medium with 100 μg/mL of ferric ammonium citrate (FAC; Sigma-Aldrich #F5879).

### 2.2. In Vitro Erythrophagocytosis

The processes of erythrophagocytosis and red cell iron recycling were recapitulated in vitro using J774 cells as previously described [10]. Sheep erythrocytes in Alsever’s solution (HemoStat Laboratories, Dixon, CA, USA; #SBA050) were opsonized with rabbit anti-sheep IgG (MP Biomedicals #55806) by incubation at 37 °C for 20 min with 2.2 μg IgG per 1 × 10^6^ erythrocytes. Opsonized erythrocytes were washed by Alsever’s solution (Sigma-Aldrich #A3551), and added to the J774 at an approximate erythrocyte-to-macrophage ratio of 10:1. The time of erythrocyte treatment was considered 0 h (h) for time-course experiments. After 1.5 h of incubation, cells were washed with water to remove the erythrocytes remaining in medium by hypotonic lysis. Following two additional washes with PBS, cells were incubated in fresh growth medium until harvested at the designated times for analyses.

### 2.3. Hepcidin Mimic (PR73) and Endotoxin Treatments

PR73, a synthetic mini-hepcidin analog, was generously provided by Dr. Elizabeta Nemeth (University of California, Los Angeles, CA, USA). PR73 mimics the biological effects of hepcidin by blocking the efflux of cellular iron through ferroportin [12]. Erythrocyte-free macrophages were treated with 1 μM PR73 for 24 h. Considering the elevated ferroportin expression after erythrophagocytosis [10], a higher dose of PR73 at 4 μM was added when cells had been pretreated with opsonized erythrocytes. PR73 was added to cell culture 4 h after red cell treatments, and DMSO was added as a carrier control. J774 cells were treated with lipopolysaccharide (LPS; Sigma-Aldrich #L6529) as a model of endotoxemia at a concentration of 1.0 μg/mL for a duration of 24 h prior to harvest. To determine the effect of LPS in vivo, RNA was isolated from the spleen of LPS- or PBS-treated 16 week old male C57/B6 mice, which had been harvested, frozen, and stored from a previous study [13]. Each animal received LPS at 0.3 mg/kg bodyweight or PBS intraperitoneally 6 h prior to sacrifice. All animal experiments were approved by IACUC of University of Minnesota, and animals were handled following the National Institutes of Health guidelines.

### 2.4. Gene Silencing by siRNA Transfection

Gene silencing was achieved by liposome-mediated siRNA delivery using the HiPerFect transfection reagent (Qiagen, Venlo, The Netherlands; #301704). The negative control (Ambion, Waltham, MA, USA; #4390847) and NCOA4-specific siRNA (Ambion Silencer Select ID s77517) used in the present studies had been previously validated [14]. J774 cells were seeded at a density that maintains sub-confluency throughout subsequent culture periods. For a 6-well plate, cells were plated at 5 × 10^6^ cells in 500 μL of growth medium per well. Each siRNA was diluted to 300 nM with 500 μL of OptiMEM (Gibco, Waltham, MA, USA; #31985062), and then incubated with 15 μL of the HiPerFect reagent at room temperature for 5 min. Cells were treated with the siRNA-HiPerFect mixture and kept at 37 °C in 5% CO_2_. After 6 h of incubation, fresh growth medium was added to the transfected cells to yield a final siRNA concentration at 50 nM.

### 2.5. RNA Isolation, Reverse Transcription, and qPCR

Cells were harvested using a cell scraper and treated with TRI Reagent (Sigma-Aldrich, Burlington, MA, USA; #T9424) for RNA isolation. Total RNA was extracted via phase separation and RNA precipitation following the manufacturer’s instructions. Equal amounts of RNA were reversed transcribed to cDNA using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems #4368814). qPCR was performed using the PowerUp SYBR Green Master Mix reagent (Applied Biosystems, Waltham, MA, USA; #A25742) with amplifications detected using a CFX Connect System (Bio-Rad). Melt curve analysis confirmed each reaction specificity. qPCR data was processed by the ΔΔCq method with *Actb* or *Tbp* as housekeeping genes for normalization. Primers validated and published elsewhere [15] were used for detection of *Hmox1*, *Hrg1*, and *Slc40a1* mRNA. For detection of other transcripts of interest, primers were designed using Primer-BLAST [16] and are provided in Table 1.

### 2.6. Protein Extraction and Western Blot Analysis

Cellular protein lysates were prepared using an NP-40 based lysis buffer [100 mM Tris-HCl (pH 7.5), 50 mM KCl, 0.1% NP40, 5.0% glycerol, water, and protease inhibitor cocktail (Roche, Basel, Switzerland; #11836170001)]. Total protein yields were determined using the Pierce BCA Protein Assay (Thermo Scientific, Waltham, MA, USA; #23225). For protein denaturation, equal amounts of protein were mixed with Laemmli buffer (Bio-Rad, Hercules, CA, USA; #1610747) and a reducing agent, 2-mercaptoethanol, and boiled for 10 min. Proteins were separated by electrophoresis using a Mini-PROTEAN TGX 4–20% polyacrylamide precast gel (Bio-Rad #4561096) in SDS-containing Tris-glycine running buffer (Bio-Rad #1610732). For native PAGE, protein samples were treated with Native Sample Buffer (Bio-Rad #1610738) and separated by the above precast gels in SDS-free Tris-glycine buffer (Bio-Rad #1610771) instead. For western blotting, proteins were then transferred to a nitrocellulose membrane using a Trans-Blot Turbo Transfer unit and RTA Transfer system (Bio-Rad #1704270). Protein transfer was confirmed by Ponceau staining. Membranes were blocked with a 5% nonfat milk-PBS solution. Primary antibodies were prepared in 5% nonfat milk-PBS-T and the following dilutions were used to detect each protein of interest: rabbit anti-ferritin at 1:1000 (Sigma-Aldrich, #F5012); anti-GAPDH at 1:2000 (Bio-Rad, #12004167); rabbit anti-NCOA4 at 1:1000 (Bethyl Laboratories, Waltham, MA, USA; #A302-272A); and rabbit anti-IRP2 at 1:1000 (Dr. Betty Leibold, University of Utah, Salt Lake City, UT, USA). Following primary incubation, proteins were probed with IRDye anti-rabbit secondary antibodies (1:10,000; Li-Cor #925-32211) and visualized using a Li-Cor Odyssey FC imager system (Li-Cor, Lincoln, NE, USA). Protein band intensity was quantified using the Image Studio Lite software (Li-Cor).

### 2.7. Cell Viability Assay

Cell viability and number of viable cells were determined using trypan blue exclusion and the Cell Counting Kit-8 (CCK-8; Sigma-Aldrich #96992). CCK-8 assay is a colorimetric method to assess the number of viable cells based on cellular dehydrogenase activity. J774 cells were plated in a 96-well plate at a density of 2000 cells/well and transfected as described above in a total well volume of 100 μL. Following 24 h of incubation, DFO (200 μM) was added to the medium and cells were incubated for another 18 h. Two hours prior to measuring the absorbance, 10 μL of CCK-8 solution was added to each well. Control wells were prepared without cells as a background correction for cell culture medium. The absorbance was measured at 450 nm and cell viability was determined as a percentage of the control.

### 2.8. Cellular Mineral and Heme Analyses

Cells were washed twice with PBS supplemented 10 mM EDTA to remove metals non-specifically bound to cell membranes. Acid-washed tubes were used to prevent contamination by external metal sources. Frozen pellets of known number of cells were processed and analyzed at the University of Nebraska-Lincoln for quantitative measures of mineral contents using inductively coupled plasma mass spectrometry (ICP-MS) following procedures previously described [17]. Briefly, cells were dissolved in 70% nitric acid at 70 °C for 3 h and then overnight at room temperature. Levels of major physiological ions were measured by ICP-MS (Agilent, Santa Clara, CA, USA; Model 7500 cs) coupled to a 96-well plate autosampler (Elemental Scientific Inc, Omaha, NE, USA). Cellular metal contents were normalized to total protein contents determined by BCA assays or cell numbers, and phosphorus contents were analyzed as a negative control. For heme assays, cell protein extract was prepared by solubilizing macrophages in Triton X-100 based lysis buffer [20 mM Tris-HCl (pH 7.5), 40 mM KCl, 0.5% Triton X-100, and water]. Heme contents were colorimetrically measured using the QuantiChrom Heme Assay Kit (BioAssay Systems, Hayward, CA, USA; #DIHM-250), following the manufacturer’s protocol. Absorbance at 400 nm was measured using a Synergy H1 plate reader (BioTek, Winooski, VT, USA) and normalized to total protein contents.

### 2.9. RNA-seq and Bioinformatic Analysis of Transcriptome Data

Total RNA for transcriptome analysis was isolated using the Direct-zol RNA Miniprep Kit (Zymo Research, Irvine, CA) following the manufacturer’s protocol. Subsequent procedures for RNA-seq were carried out at the University of Minnesota Genomics Center. The RNA Integrity Number (RIN) by an Agilent BioAnalyzer for every sample ranged from 7.8 to 8.5. Illumina sequencing libraries were constructed using TruSeq Stranded mRNA Library Prep Kit and sequenced on a NovaSeq 6000 instrument using a 150 paired-end (PE) flow cell at 20 million reads. The edgeR software package [18] was used for normalization and differential expression analysis of RNA-seq data. Core functional pathway analyses of the transcriptome data were conducted using the Ingenuity Pathway Analysis (IPA) software (Qiagen), and the gene set enrichment (GSEA) [19], g:Profiler [20], and Consensus PathDB Pathway tools [21]. Our RNA sequencing data have been deposited on Gene Expression Omnibus (GEO) under accession number GSE212772.

### 2.10. Statistical Analyses

Values are presented as mean ± SD. Significant difference between two groups were determined using Student’s t-test. For data of experiments with more than two treatment groups, one-way or two-way ANOVA with a Tukey’s post-hoc test was conducted for comparisons. Statistical significance was set at *p* < 0.05, and analyses were conducted using the JMP Pro software version 15.0.0 (SAS Institute, Cary, NC, USA).

## 3. Results

### 3.1. Post-Transcriptional Regulation of NCOA4 by Iron and NCOA4-Dependent Ferritin Turnover in J774 Macrophages

We first assessed if NCOA4 is responsive to cellular iron status in our J774 cell culture model. Cellular iron overload by ferric ammonium citrate (FAC; 100 μg/mL) resulted in markedly increased ferritin protein abundance, while repressing NCOA4 (Figure 1a). Conversely, iron deficiency by deferoxamine (DFO; 100 μM), increased NCOA4 abundance with a concomitant decrease in ferritin protein abundance (Figure 1a). These findings demonstrate an inverse relationship between NCOA4 and ferritin expression in J774 macrophages. Notably, the transcript abundance of *Ncoa4* was not affected by either iron treatment, indicating a post-transcriptional mechanism for regulation (Figure 1b). *Tfrc* abundance confirmed the effectiveness of each iron treatment and demonstrated an active IRP/IRE system in J774 macrophages (Figure 1b). These findings indicate that NCOA4 is actively regulated by iron status in mouse macrophages and that regulated ferritinophagy may serve as a potential mechanism for controlling macrophagic iron storage and homeostasis.

To determine the role of NCOA4 in ferritin regulation and macrophage iron homeostasis, NCOA4 was knocked down by siRNA transfection. The siRNA-mediated gene silencing of NCOA4 was confirmed by repression in both protein (Figure 1c) and transcript abundance (Figure 1d) versus control levels. The loss of NCOA4 produced an increase in ferritin protein abundance that was on average 2.5-folds greater than control (Figure 1c). Typically, an increase in cellular iron is expected to expand the labile iron pool and thus repress IRP2 protein and *Tfrc* transcript abundance. However, NCOA4-deficient cells did not present any changes in these measures (Figure 1c,d), despite their higher contents of total iron relative to control cells (Figure 1e). This suggests that the retention of cellular iron by NCOA4 deficiency is not due to a change in the cytosolic labile iron pool but rather a different cellular compartment for iron storage, e.g., ferritin. Notably, only iron was affected by NCOA4 deficiency, indicating the specificity of NCOA4 for cellular iron regulation (Figure 1e).

### 3.2. NCOA4-Dependent Ferritin Turnover and Survival of Iron-Deficient J774 Macrophages

The marked increase in NCOA4 expression by iron deprivation and its role in ferritin degradation suggest its involvement in the adaptation of macrophages to cellular iron restriction. To test this, J774 cells were treated with NCOA4 siRNA and DFO to restrict ferritin turnover and cellular iron import, respectively. By NCOA4 depletion, ferritin accumulation occurred in both iron-adequate and DFO-treated cells (Figure 2a). *Tfrc* transcript levels were similarly responsive to DFO in both control and NCOA4-deficient cells, confirming that the effectiveness of DFO for iron restriction were comparable in both control and NCOA4 siRNA-treated cells (Figure 2b). The repression in ferritin by DFO was also present in both control and NCOA4 siRNA-treated cells, presumably via increased IRP activity (Figure 2a). Both iron-adequate and -deficient cells presented accumulation of ferritin protein by NCOA4-depletion per se (Figure 2a). Notably, ferritin levels of NCOA4-deficient cells, when treated with DFO, became comparable to that of iron-adequate control cells.

Iron is essential for cell survival [22] and thus we assessed if the restriction of ferritin turnover by NCOA4 depletion impairs the cellular capacity to adapt to limited iron availability. Using the CCK-8 cell viability assay, the number of viable NCOA4-deficient cells was determined significantly lower than that of control cells when cellular iron import became restricted by iron chelation using DFO (Figure 2c). Notably, DFO treatment or NCOA4 deficiency alone did not significantly influence cell viability. These data identify NCOA4-dependent turnover of ferritin as an essential mechanism for J774 macrophages to survive cellular iron deficiency, and ferritin as an alternative iron source when its import becomes limited.

### 3.3. Cellular Heme and Non-Heme Iron Contents in J774 Macrophages after Erythrophagocytosis

The recycling of iron from ingested erythrocytes by macrophages requires the conversion of heme into nonheme iron, and its safe handling prior to export via ferroportin activity [3]. To assess the potential role of NCOA4 in iron handling during this process, J774 cells were treated with opsonized erythrocytes to induce erythrophagocytosis [10]. An acute increase in total cellular iron content, with a subsequent and gradual decline, by erythrocyte treatment was observed in these cells (Figure 3a). Notably, this temporal pattern was unique to iron and was not observed by measures of total cellular zinc (Figure 3a). J774 cell pellets featured an intense red color after 3 h of erythrocyte treatment, indicative of cellular accumulation of heme from ingested erythrocytes (Figure 3b). These were confirmed by quantitative assessments of heme iron (Figure 3c). After 12 h of erythrophagocytosis, both redness and heme measures of erythrocyte-treated cells became comparable to those of erythrocyte-untreated cells, indicating the conversion of heme iron into its nonheme form. In agreement with these are the expression of heme oxygenase-1 (*Hmox1*) and heme responsive gene-1 (*Hrg1*), which facilitates heme transport from the phagolysosome to the cytosol [15], and the repression of *Tfrc* mRNA early after erythrophagocytosis (Figure 3d). The gene transcript of ferroportin (*Slc40a1*) was upregulated by erythrophagocytosis as previously described [10]. *Ptgs2* transcript abundance has been measured as a marker of oxidative stress and ferroptosis [23] and was acutely upregulated at time-points of heme digestion (Figure 3d). Despite the rapid disappearance of heme, macrophage iron content remained elevated at 12 h (Figure 3a,c), indicating the retention of iron in a nonheme iron form. Thus, we measured ferritin by western blot analysis, which revealed a peak expression at 12 h after red cell ingestion (Figure 3e). Notably, the temporal expression pattern of ferritin in erythrocyte-ingested J774 macrophages were remarkably similar to that of nonheme iron content, calculated from the delta between total iron and heme iron contents of the cells (Figure 3f).

### 3.4. Facilitated Ferritin Turnover by NCOA4 after Erythrophagocytosis

Ferritin functions as an iron storage unit in its native oligomeric form, assembled by 24 ferritin H and L subunits. Western blot analysis of ferritin separated in its native form presented a temporal pattern similar to the expression of denatured ferritin protein, both with a peak at 12 h of erythrophagocytosis, followed by a decline in expression (Figure 4a). Ferritin transcripts, *Fth1* and *Ftl1* mRNA, did not reflect the changes in ferritin protein abundance after red cell ingestion by J774 cells, indicating a posttranscriptional control mechanism. As described earlier, NCOA4 mediates the delivery of ferritin to autophagosome to facilitate its lysosome-mediated turnover [8,9]. While neither the transcript nor protein abundance of NCOA4 were upregulated during the processing of ingested erythrocytes (Figure 4a,b), the loss of NCOA4 by RNAi (Figure 4c) led to the stabilization of ferritin expression between the timepoints of 12 and 24 h after erythrophagocytosis by J774 cells (Figure 4d). The accumulation of ferritin in NCOA4-deficient cells after 24 h of erythrocyte iron processing was also observed in the undenatured native form of ferritin (Figure 4e). The NCOA4-deficient mouse macrophages contained more iron than control cells when incubated for 24 h after treatment for erythrophagocytosis, while cellular contents of other minerals were not affected by the loss in NCOA4 (Figure 4f). Altogether, our findings propose that upregulation of ferritin allows macrophages to cope with the large amount of redox-active iron released after erythrophagocytosis and heme digestion, and NCOA4 facilitates the mobilization of ferritin iron prior to its export via ferroportin at later steps of macrophagic iron recycling (Figure 4g).

### 3.5. Repression of NCOA4 by Hepcidin Activity in J774 Mouse Macrophages

Cellular iron export by macrophages is a target of hepcidin due to their role in systemic iron homeostasis and innate immunity [24]. To assess the potential role of NCOA4 in macrophage iron regulation by hepcidin, J774 cells were treated with a synthetic hepcidin analog, PR73 [25]. Hepcidin activity mimicked by PR73 repressed NCOA4 abundance with a concomitant increase in ferritin protein abundance (Figure 5a). Transcript abundances of both *Ncoa4* and *Fth1* were unaffected by hepcidin activity, indicating post-transcriptional regulatory mechanisms (Figure 5b). Notably, IRP2 protein (Figure 5a) and *Tfrc* mRNA abundance (Figure 5b) were not affected by PR73, suggesting a mechanism offsetting the impact of hepcidin activity on the cytosolic labile iron pool. Thus, we tested whether downregulation of NCOA4 was sufficient for macrophages to handle the hepcidin effect by silencing NCOA4 prior to PR73 treatment. When J774 cells were deficient of NCOA4 and thus with higher basal ferritin levels, PR73 did not influence the ferritin abundance (Figure 5c). The downregulation of NCOA4 by hepcidin activity and diminished ferritin response to PR73 in NCOA4-deficient cells were also observed in cells treated with erythrocytes for 24 h (Figure 5d,e). These findings suggest that ferritin stabilization by NCOA4 repression mediates the adaptation of macrophages to cellular iron accumulation when cellular iron export is inhibited by hepcidin activity and thus protect cells from potential damage by oxidative stress from redox-active iron atoms.

### 3.6. Enrichment of Genes in Inflammatory Pathways by NCOA4-Responsive Genes in J774 Mouse Macrophages

Our data reveal NCOA4 as a key regulator of ferritin iron in macrophages and thus a contributing element to cellular iron status. Previous work has demonstrated that cellular iron status can influence macrophage phenotypic polarization state, i.e., activation [26]. Therefore, to further ascertain the physiological implications of macrophage NCOA4, we characterized J774 cells deficient of NCOA4 using functional transcriptome analyses. 

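J774 is a mouse macrophage cell line, and a small interfering RNA (siRNA) is a short double-stranded RNA that lowers the abundance of the transcript it matches. J774 cells were transfected with control siRNA or NCOA4 siRNA at a final concentration of 50 nM, and 3 biological replicates of each were profiled by RNA-seq with poly(A)-selected, stranded libraries. The time between transfection and RNA isolation for these libraries, the aligner and the genome build are not named in the paper's text. The authors deposited TPM for 55487 Ensembl mouse genes, that is, read counts divided by gene length and scaled to 1000000 per library, with no further normalization between libraries.

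Whole reads were rebuilt from TPM and gene length, and 100% of the 21096 genes with a value above 0 gave whole reads in all 6 libraries. For 337 of these genes the length was itself chosen to make all 6 values whole, so they are no check of the rebuilding. The rebuilt reads equalled the paper's raw counts for all 293 genes of its table of differentially expressed genes (Supplemental Data S1). Gene lengths for 1602 of the genes came from the sheet of all genes in Supplemental Data S1, of which the first 1996 of the paper's 55487 genes were used here. The factor from TPM to reads of each library came from the same sheet, so these 1602 genes are little check of the rebuilding. Reads on genes numbered 17259117, 18565412 and 15740335 in control siRNA replicates 1 to 3, and 17612816, 16315440 and 18136998 in NCOA4 siRNA replicates 1 to 3. The median was 17259117 with control siRNA and 17612816 with NCOA4 siRNA. A single read on a gene of 2 kb was worth 0.0825 to 0.0959 TPM, depending on the library. Replicates differed by more than counting noise. The chi-square per gene between control replicate 1 and replicates 2 and 3 was 11.8 in each case, against 3.62 between replicates 2 and 3 and 1.96 to 2.38 between NCOA4 siRNA replicates, where counting noise alone gives 1.

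Differential expression was tested with limma on log2(TPM + 0.5) for the 13829 genes with a mean TPM of at least 0.5 over the 6 libraries, and p-values were adjusted by the Benjamini-Hochberg method. Fold changes on this scale understate the change of genes with low TPM. A gene was called differentially expressed at an adjusted p under 0.05 and a fold change above 1.5 in either direction, which are the study's thresholds.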

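Ncoa4 (ENSMUSG00000056234), the gene targeted by the siRNA, lies on the plus strand of chromosome 14 from 32159865 to 32179855 (GRCm38, GENCODE M21). Its TPM was 19.7, 22.5 and 22.4 in control siRNA replicates 1 to 3 and 9.63, 8.60 and 8.88 in NCOA4 siRNA replicates 1 to 3. These values rest on 1062, 1277 and 1095 reads and on 524, 439 and 502 reads, respectively. The mean was 21.6 ± 1.57 with control siRNA and 9.04 ± 0.533 with NCOA4 siRNA (SD, n = 3 each), or 41.9% of control. The log2 fold change was -1.21 (standard error 0.0767, adjusted p = 0.00127 from limma with Benjamini-Hochberg adjustment). Every NCOA4 siRNA library lay below every control library (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). A pseudocount of 1 in place of 0.5 moved the log2 fold change to -1.17, and leaving out control replicate 1 moved it to -1.27. Gm6768, the processed pseudogene that the paper's table lists as Ncoa4-ps, lies on chromosome 12 from 119260978 to 119262855 of the same build. Its 1878 bases hold 2 differences from the Ncoa4 transcript (99.9% identity), so the authors' counting could have split reads between both genes. Its TPM was 28.6 ± 0.958 with control siRNA and 11.4 ± 1.83 with NCOA4 siRNA (SD, n = 3 each), a log2 fold change of -1.30 (standard error 0.112, adjusted p = 0.00256 from limma with Benjamini-Hochberg adjustment).

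Of the genes tested, 2982 had an unadjusted p under 0.05 and 750 had an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment). Among these, 163 also passed the fold change threshold of 1.5. The 2 groups of libraries did not overlap in 3922 genes (28.4% of those tested, where chance gives 10%), including all 163 differentially expressed genes. The number of differentially expressed genes depended on single libraries. It was 172, 155 and 135 without control replicate 1, 2 or 3, and 86, 77 and 98 without NCOA4 siRNA replicate 1, 2 or 3. Genes with an adjusted p under 0.05 then numbered 807, 495, 380, 156, 127 and 182, in the same order. The largest increase came with limma-voom on the rebuilt reads, which gave 1499 genes with an adjusted p under 0.05 and 218 differentially expressed genes.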

Differential gene expression analyses via RNA-seq identified 293 responsive transcripts with |FC| > 1.5 and FDR q < 0.05 within the transcriptome of NCOA4-deficient cells (Figure 6a). Among these 205 were upregulated and 88 were downregulated by NCOA4 depletion (Figure 6a; Supplemental Data S1). 

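Of the 163 differentially expressed genes, 119 were higher and 44 were lower with NCOA4 siRNA. The share that was higher was 73.0%, and it depended on the scaling of the libraries. It fell to 60.7% (105 higher, 68 lower) when each library was centred on its median and to 61.9% (99 higher, 61 lower) after quantile normalization. Leaving out NCOA4 siRNA replicate 1, 2 or 3 left 56, 54 or 67 genes higher, and without replicate 2 only 23 were lower.

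The genes with the largest and smallest log2 fold changes included several with few reads. Ms4a4a (chromosome 19, 11375523 to 11392790) had 0 reads in every control library and 19, 21 and 27 reads in NCOA4 siRNA replicates 1 to 3, at least 7.42-fold higher. Gm10689, a processed pseudogene, had 0, 1 and 0 reads with control siRNA and 6, 4 and 7 reads with NCOA4 siRNA, at least 1.87-fold higher, and missed the threshold without NCOA4 siRNA replicate 1, 2 or 3. Gm20492 had 0 reads in every control library and 2 reads in every NCOA4 siRNA library, which allows no fold change. The mitochondrial gene mt-Co3, which has a nuclear copy of the same sequence, rose from 41.7 ± 2.07 to 189 ± 81.9 TPM (SD, n = 3 each), a log2 fold change of 2.05 (standard error 0.331, adjusted p = 0.0203 from limma with Benjamini-Hochberg adjustment). With single libraries left out, the log2 fold change of mt-Co3 was between 1.79 and 2.48, and its adjusted p was above 0.05 without control replicate 2 or 3 or NCOA4 siRNA replicate 1 or 2. Ms4a6c rose from 6.56 ± 1.37 to 23.2 ± 0.830 TPM (SD, n = 3 each), a log2 fold change of 1.77 (standard error 0.134, adjusted p = 0.00216 from limma with Benjamini-Hochberg adjustment). The smallest log2 fold changes belonged to Snord55, Gm23564, Gm24366, Gm24400 and Gm14287, which had at most 3 reads in each control library and 0 reads in each NCOA4 siRNA library, so no fold change is given. Of the 163 genes, 17 had a mean under 10 reads. Among those with at least 10 reads, a limit chosen after the values were seen, Tgfbi had a log2 fold change of 1.73 and Siglece of 1.65. After Gm6768 and Ncoa4, the lowest were Gm38220 at -1.04, Ccl3 at -0.95 and the processed pseudogene Gm17709 at -0.95, with adjusted p-values of 0.0353, 0.00391 and 0.00550 (limma with Benjamini-Hochberg adjustment).

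The paper's table lists 293 genes, of which 205 have a positive and 88 a negative fold change with NCOA4 siRNA, and 26 of them had a mean TPM under 0.5 and were not tested here. The log2 fold changes of the other 267 genes had the paper's sign in 100% of cases. Of these, 140 were differentially expressed in the same direction, 113 had an adjusted p of at least 0.05 and 14 passed that threshold with a fold change of at most 1.5. The number called in the same direction was 198 with limma-voom, and 69, 61 or 73 without NCOA4 siRNA replicate 1, 2 or 3.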

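To test groups of genes, a list of genes was written from general knowledge for each gene set named in Figure 6b, because the paper's text does not give their members. Each list was tested with limma's camera, which compares its members with all other genes, at a preset correlation of 0.01 between members, and p-values were adjusted by the Benjamini-Hochberg method over 25 lists. Of the 25 lists, 16 had an adjusted p under 0.05. These calls depended on the correlation between members. With the correlation estimated from these 6 libraries, 1 list, that of resident macrophage genes, was left. With limma's fry, 14 of the 16 held in the same direction. The lists of proliferation and MYC target genes did not hold under fry, and those of pancreas beta cells and of IL6 and STAT3 targets passed only there and not with camera. The preranked test of fgsea called 20 lists.

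The list for bile acid metabolism had 67 of its 111 genes among those tested, with a median log2 fold change of 0.05 and an adjusted p of 0.0809 (limma's camera with Benjamini-Hochberg adjustment). Its median was above 0 in 3 of 3 NCOA4 siRNA libraries, and 0.02 without control replicate 1. It passed the threshold without the filter on low TPM (0.0373), with a mean TPM of at least 5 (0.0483), with limma-voom on the rebuilt reads (0.0444) and with fgsea (0.00156), within a range of 0.00156 to 0.574 over all alternatives. Of its members, 42 were higher and 25 lower; 8 had an adjusted p under 0.05, and 8 when adjusted over the list alone. Its differentially expressed member was the transporter Abca9, at 4.10 ± 0.719 TPM with control siRNA and 12.5 ± 0.271 TPM with NCOA4 siRNA (SD, n = 3 each). The list for pancreas beta cells had 14 of 41 genes tested and an adjusted p of 0.531 by the same test. Its median of 0.03 fell to 0.01 without control replicate 3, and its adjusted p was 0.0456 with fry. Only Vdr was differentially expressed in it, at 6.80 ± 1.30 and 11.0 ± 0.153 TPM (SD, n = 3 each), and 1 member had an adjusted p under 0.05, also when adjusted over the list alone. The list for hedgehog signaling had 19 of 36 genes tested. It was lower with NCOA4 siRNA, with a median of -0.12, below 0 in 3 of 3 libraries, and an adjusted p of 0.00475 (limma's camera with Benjamini-Hochberg adjustment). Of its members, 4 had an adjusted p under 0.05, and 4 when adjusted over the list alone. None of them passed the fold change threshold.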

GSEA identified four gene sets and three gene sets significantly enriched by genes upregulated by NCOA4 and control siRNA treatments, respectively (Figure 6b). 

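Interferon α and γ are cytokines that induce antiviral and antigen-presentation genes. The list for the interferon α response had 86 of 94 genes tested, of which 63 were higher and 23 lower with NCOA4 siRNA. Its median log2 fold change was 0.12, above 0 in 3 of 3 NCOA4 siRNA libraries (adjusted p = 0.000304 from limma's camera with Benjamini-Hochberg adjustment). Of its members, 14 had an adjusted p under 0.05 and 23 when adjusted over the list alone, and 4 were differentially expressed, all higher. Cd74 rose from 373 ± 40.3 to 647 ± 11.2 TPM (SD, n = 3 each), a log2 fold change of 0.80 (standard error 0.0760, adjusted p = 0.00398 from limma with Benjamini-Hochberg adjustment). Il4ra, Ccrl2 and Uba7 had log2 fold changes of 0.71, 0.62 and 0.61. The list for the interferon γ response had 153 of 189 genes tested, 105 higher and 48 lower, with a median of 0.12 that was above 0 in 3 of 3 libraries (adjusted p = 0.00402 from limma's camera by the same adjustment). In this list 32 members had an adjusted p under 0.05, 23 of them higher and 9 lower, and 46 when adjusted over the list alone. The 7 that were differentially expressed were all higher. They included Cd86, at 19.9 ± 1.11 TPM with control siRNA and 33.6 ± 0.687 TPM with NCOA4 siRNA (SD, n = 3 each), Fcgr1 and Cmklr1, the last 2 with log2 fold changes of 0.59 and 0.85. The genes that interferon induces most did not rise as a set. Of 19 such genes tested, 10 were higher and 9 lower, with a median of 0.05 (adjusted p = 0.920 from limma's camera with Benjamini-Hochberg adjustment).

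The unfolded protein response is induced by misfolded proteins in the endoplasmic reticulum. Its list had 106 of 110 genes tested, 43 higher and 63 lower with NCOA4 siRNA, with a median of -0.04, below 0 in 3 of 3 libraries (adjusted p = 0.000595 from limma's camera with Benjamini-Hochberg adjustment). Of its members, 12 had an adjusted p under 0.05, and 12 when adjusted over the list alone. Differentially expressed were Chac1, which fell from 11.1 ± 0.976 to 6.24 ± 0.725 TPM, and Slc1a4, which fell from 9.60 ± 0.364 to 6.02 ± 0.344 TPM (SD, n = 3 each). The 3′ untranslated region of Slc1a4 holds the sequence GAATGCC, which also occurs in the Ncoa4 coding sequence. The list for hypoxia had 136 of 199 genes tested, 44 higher and 92 lower, with a median of -0.13, below 0 in 3 of 3 libraries (adjusted p = 4.60e-08 from limma's camera by the same adjustment). In this list 30 members had an adjusted p under 0.05, 24 of them lower, and 52 when adjusted over the list alone. Of its 5 differentially expressed members, however, 4 were higher (Tgfbi, Tgm2, Eno3 and Cp) and 1 was lower. The lower one, Pdgfb, also with GAATGCC in its 3′ untranslated region, fell from 21.1 ± 1.22 to 12.9 ± 0.776 TPM, while Tgm2 rose from 5.12 ± 0.340 to 14.0 ± 0.766 TPM (SD, n = 3 each). No library left out alone changed the direction or the call of any of these 4 lists.

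**Figure D1:**
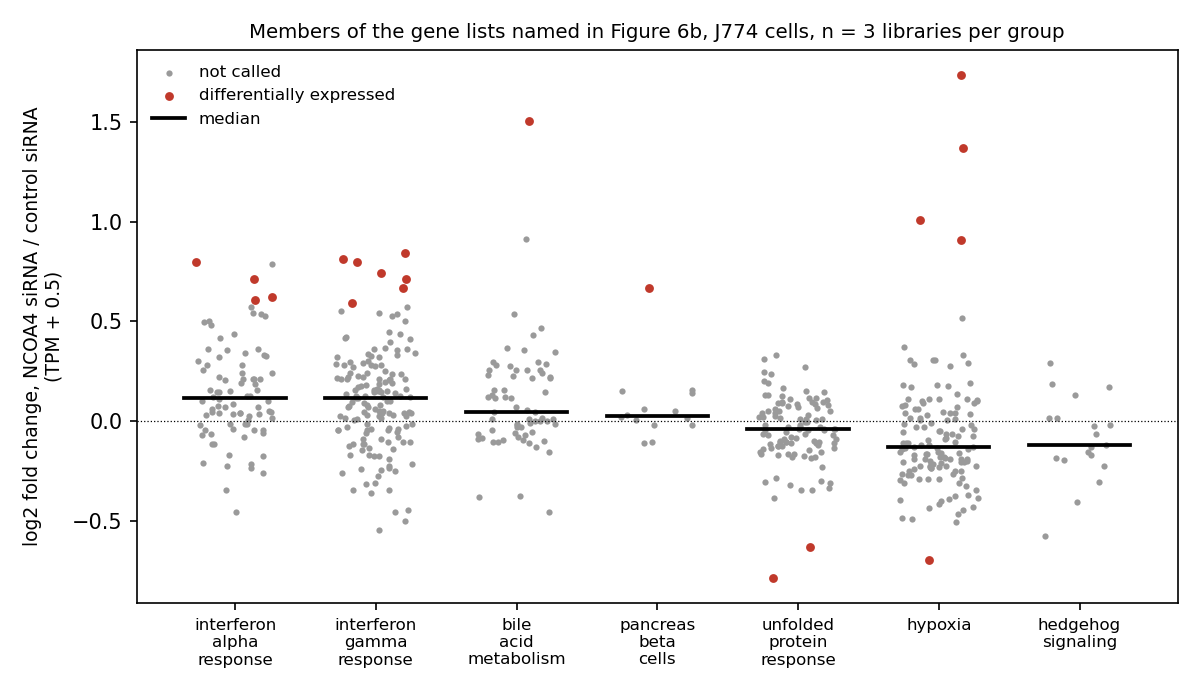
Log2 fold changes (NCOA4 siRNA against control siRNA, n = 3 each) of the tested members of the lists written for the 7 gene sets of Figure 6b. Each point is a gene, red points are differentially expressed genes and black lines are the medians, which run from -0.13 for hypoxia to 0.12 for the interferon γ response. The differentially expressed members of the hypoxia list lie on both sides of 0.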

The former included gene sets related to interferon α and γ-dependent responses, while gene sets of unfolded protein response and hypoxia were among the latter. Pathway enrichment analysis using the ConsensusPathDB and g:Profiler tools revealed enrichment of genes associated with immune system and response by differential expressions produced by NCOA4 depletion (Figure 6c,d). 

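Over-representation was tested for 4 of the Reactome pathways named in Figure 6c, with a one-sided Fisher's exact test against the 10898 tested genes that had an Entrez identifier, 127 of them differentially expressed. The pathway of neutrophil degranulation was not analysed here. Immune System held 20 of the 127 differentially expressed genes (15.7%, against 5.79% of all these genes), an odds ratio of 3.11 (Fisher's exact test, adjusted p = 7.74e-05 with Benjamini-Hochberg adjustment over the 4 pathways). Of the 20 genes, 17 were higher and 3 were lower with NCOA4 siRNA. Innate Immune System held 16 (12.6% against 3.60%), an odds ratio of 3.98 with an adjusted p of 4.90e-05, and Adaptive Immune System held 8 (6.30% against 2.78%), an odds ratio of 2.39 with an adjusted p of 0.0337. The result for Adaptive Immune System depended on single libraries and rose to 0.0617 without control replicate 1, 0.288 without control replicate 2, and 0.0630 without NCOA4 siRNA replicate 1 or replicate 3. Metabolism held 9 (7.09% against 9.11%), an odds ratio of 0.759 with an adjusted p of 0.829. With the lower genes only, 0 pathways passed the threshold, and 1 had an unadjusted p under 0.05. Fcgr4 and Clec7a, the Immune System genes with the smallest adjusted p-values, rose from 55.2 ± 5.12 to 118 ± 0.965 TPM and from 16.9 ± 1.13 to 34.3 ± 1.85 TPM (SD, n = 3 each). The Adaptive Immune System gene Tnfrsf14 rose from 4.19 ± 0.774 to 9.46 ± 1.32 TPM (SD, n = 3 each).

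A list of 58 genes for chemotaxis and chemokines, a term group of Figure 6d, had 39 genes tested. Its members moved in both directions, 19 higher and 20 lower, and its adjusted p was 0.355 (limma's camera with Benjamini-Hochberg adjustment). Its median log2 fold change was close to 0, from -0.03 without NCOA4 siRNA replicate 1 to 0.06 without control replicate 2. Of its members, 19 had an adjusted p under 0.05 and 25 when adjusted over the list alone. Differentially expressed were 5 higher and 4 lower genes, including Ccl24, Sema4a and P2ry12, with log2 fold changes of 0.84, 0.66 and 0.92. Ccl4 fell from 425 ± 25.9 to 222 ± 9.30 TPM and Ccl3 from 1348 ± 141 to 698 ± 55.2 TPM (SD, n = 3 each).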

In agreement with these findings, the IPA software package for functional analyses of the transcriptome revealed over-representation of immunity-associated pathways by the list of genes affected by NCOA4 depletion (Figure 6e). 

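Complement genes encode the proteins of a plasma cascade that marks microbes and dead cells, and the complement system is one of the pathways of Figure 6e. A list of 39 complement genes, written from general knowledge, had 18 tested genes, of which 15 were higher and 3 lower with NCOA4 siRNA. Its median log2 fold change was 0.19, above 0 in 3 of 3 NCOA4 siRNA libraries (adjusted p = 0.00135 from limma's camera with Benjamini-Hochberg adjustment). Of its members, 6 had an adjusted p under 0.05, all higher, and 8 when adjusted over the list alone. C1qa rose from 136 ± 9.63 to 227 ± 7.54 TPM, C1qc from 116 ± 6.21 to 189 ± 9.48 TPM, and C3 from 4.24 ± 0.665 to 6.98 ± 0.515 TPM (SD, n = 3 each). The list was written after the paper's table from these libraries had been read, and 4 tested members are in that table. Without the genes of that table, which leaves out the members that changed most, its adjusted p was 0.135 (limma's camera with Benjamini-Hochberg adjustment).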

Among the top 5 canonical pathways identified by IPA, two pathways were predicted to be activated by NCOA4 deficiency with activation z-scores above 2. These were pathways of ‘*role of pattern recognition receptors in recognition of bacteria and viruses*’ (z-score = 2.65) and ‘*TREM1 signaling*’ (z-score = 2.24). 

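The list for pattern recognition receptors had 60 of 67 genes tested, 44 higher and 16 lower with NCOA4 siRNA. Its median log2 fold change was 0.17, above 0 in 3 of 3 NCOA4 siRNA libraries (adjusted p = 1.02e-06 from limma's camera with Benjamini-Hochberg adjustment). Of its members, 22 had an adjusted p under 0.05, 20 of them higher, and 26 when adjusted over the list alone. The 10 differentially expressed members were all higher. They included Mrc1, which rose from 91.8 ± 4.56 to 167 ± 1.40 TPM, and Clec4n, from 51.9 ± 4.11 to 86.8 ± 2.11 TPM (SD, n = 3 each). The list for TREM1 signaling had 53 of 61 genes tested, 36 higher and 17 lower, with a median of 0.13 that was above 0 in 3 of 3 libraries (adjusted p = 0.00954 from limma's camera by the same adjustment). In this list 17 members had an adjusted p under 0.05, 13 of them higher, and 28 when adjusted over the list alone. Tlr2, Nod2 and Tlr8 were differentially expressed, with log2 fold changes of 0.59, 0.70 and 0.75, and Ccl3 was lower. Trem1 itself (ENSMUSG00000042265) rose from 15.3 ± 0.507 to 21.5 ± 2.20 TPM (SD, n = 3 each), a log2 fold change of 0.47 below the fold change threshold (standard error 0.0825, adjusted p = 0.0248 from limma with Benjamini-Hochberg adjustment). The adjusted p of Trem1 ranged from 0.00267 to 0.111 over the alternatives, and was above 0.05 when any single library other than NCOA4 siRNA replicate 2 was left out. Tlr4 changed by a log2 fold change of 0.05 (adjusted p = 0.784 from the same limma test), which fell to -0.02 without control replicate 1. From the activation scores that IPA gives for both pathways, the paper reasons that NCOA4 deficiency is predicted to activate them.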

Pattern recognition receptors are a well-studied class of proteins, including toll-like receptors, which are expressed on the surface of immunes cells and involved in the innate immune response [27]. Triggering receptor expressed on myeloid cells-1 (TREM-1) is a receptor on the surface of monocytes and neutrophils that has been shown to modulate the TLR-4 cascade response to LPS [28].

### 3.7. NCOA4 Repression in Mouse Macrophages and Spleen by LPS

The upstream regulator analysis of IPA provides predicted upstream regulators that can lead to the observed differential expression profile. 

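Lists of target genes were written from general knowledge for the regulators of Figure 7a. The list of glucocorticoid-induced genes, for dexamethasone, had 25 of 35 genes tested, with a median log2 fold change of 0.03 and an adjusted p of 0.888 (limma's camera with Benjamini-Hochberg adjustment). Leaving out single libraries moved this median between 0.00364 without control replicate 3 and 0.07 without NCOA4 siRNA replicate 3, and the direction of the test turned without control replicate 2 (limma's camera, adjusted p = 0.853) or NCOA4 siRNA replicate 1 (adjusted p = 0.905). Of its members, 1 had an adjusted p under 0.05 and 3 when adjusted over the list alone. The list of genes that lipopolysaccharide (LPS), a bacterial cell wall component, induces in macrophages had 55 of 72 genes tested, 28 higher and 27 lower, and an adjusted p of 0.531 by the same test. Its median log2 fold change was 0.000742, above 0 in 3 of 3 NCOA4 siRNA libraries, and between -0.02 without control replicate 1 and 0.02 without control replicate 2. In it 14 members had an adjusted p under 0.05, 6 higher and 8 lower, and 18 when adjusted over the list alone. Il15ra rose from 1.79 ± 0.153 to 3.14 ± 0.150 TPM (SD, n = 3 each). The list of TNF and NF-κB targets had 70 of 81 genes tested, 34 higher and 36 lower, and an adjusted p of 0.134 by the same test, with a median between -0.03 without NCOA4 siRNA replicate 3 and 0.02 without NCOA4 siRNA replicate 2. Without control replicate 2, its adjusted p was 0.0258, lower with NCOA4 siRNA. Of its members, 14 had an adjusted p under 0.05, 10 of them lower, and 18 when adjusted over the list alone. Fosl1 fell from 51.1 ± 8.58 to 27.4 ± 0.927 TPM and Phlda1 from 8.03 ± 0.430 to 4.83 ± 0.191 TPM (SD, n = 3 each). Tnf itself fell from 94.9 ± 6.90 to 84.5 ± 2.20 TPM (SD, n = 3 each; log2 fold change -0.16, adjusted p = 0.168 from limma with Benjamini-Hochberg adjustment). The list of IL4 and IL13 targets had 19 of 34 genes tested and was higher with NCOA4 siRNA, with a median of 0.09, above 0 in 3 of 3 libraries (adjusted p = 0.0105 from limma's camera by the same adjustment). This median was 0.15 without NCOA4 siRNA replicate 2. In it 7 members had an adjusted p under 0.05, 9 when adjusted over the list alone, and 6 were differentially expressed, all higher, among them F13a1, which rose from 4.86 ± 0.832 to 8.30 ± 0.553 TPM (SD, n = 3 each). The members of the IL4 and IL13 list were written after the paper's table from these libraries had been read, and 6 of them are in it. Without the genes of that table, which leaves out the members that changed most, the adjusted p of this list was 0.557 (limma's camera with Benjamini-Hochberg adjustment). A choice of members and a change of these genes thus cannot be told apart. Il13 had 0 reads in every library.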

Among the highest ranked predicted upstream regulators for gene responses produced by NCOA4 deficiency were dexamethasone, LPS, and inflammatory cytokines, such as tumor necrosis factor (TNF), interleukin-6 (IL6), and IL13 (Figure 7a). Although each upstream regulator had a positive z-score, only IL6 reached the level of significant activation by a z-score above 2 (Figure 7a).

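The list of IL6 and STAT3 targets had 31 of 38 genes tested, 19 higher and 12 lower with NCOA4 siRNA. Its median log2 fold change was 0.10, above 0 in 3 of 3 NCOA4 siRNA libraries, and 0.03 without control replicate 1. Its adjusted p was 0.678 with camera and 0.0145 with fry (each with Benjamini-Hochberg adjustment), and between 0.0145 and 0.999 over all alternatives. Of its members, 11 had an adjusted p under 0.05, 5 higher and 6 lower, and 13 when adjusted over the list alone. The 4 that were differentially expressed, Tlr2, Il4ra, C3 and Cp, were all higher. Il6 itself had 1 read in control replicate 3 (0.0790 TPM) and 1 read in NCOA4 siRNA replicate 1 (0.0709 TPM), and 0 reads in the other libraries, so that a change in Il6 was not detectable at this depth.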

Our functional transcriptomic studies revealed an association between NCOA4 and inflammatory pathways and molecules. Previous studies demonstrate that activation toward inflammatory M1 macrophages involves coordinated regulation of iron genes leading to cellular iron sequestration [29]. Thus, we next tested whether macrophage NCOA4 expression is regulated by an inflammatory stimulus, LPS. Induction of *Il6* transcription confirmed the activation of J774 macrophages by LPS treatment (Figure 7b). LPS produced iron homeostatic gene responses towards a profile of cellular iron retention, including an increase in ferritin (*Fth1*) transcript for storage and a decrease in ferroportin (*Slc40a1*) for export. In agreement with these responses, NCOA4 was repressed by LPS at both the transcript (Figure 7c) and protein levels (Figure 7d). The response of ferritin to LPS was also measured at the protein level, with a particularly pronounced response in the lower molecular-weight band of the doublet (Figure 7d). The discrepancy in LPS-induced responses between the two ferritin bands may be explained by the lack of change in *Ftl1* transcript abundance, unlike *Fth1*, by LPS (Figure 7c).

The spleen is the organ hosting reticuloendothelial macrophages mediating erythrocyte iron recycling for steady state erythropoiesis. Thus, we next assessed if LPS can affect NCOA4 expression in the spleen of mice. Spleens of LPS-injected mice produced approximately two orders of magnitude higher levels of *Il6* transcripts after 6 h of injection versus PBS controls (Figure 7e). Similar to the responses of iron genes measured in LPS-treated macrophages in vitro, in vivo LPS treatment significantly reduced *Ncoa4* transcript abundance in the spleen (Figure 7e). Additionally, the in vitro responses of *Fth1* and *Slc40a1* transcripts to LPS were recapitulated by those in vivo (Figure 7f). These data identify a potential role of NCOA4 in directing cellular iron retention by macrophages under proinflammatory signals [29].

## 4. Discussion

NCOA4 is a cargo receptor protein initiating ferritinophagy by directly binding to ferritin [8,9]. This initial complex formation between NCOA4 and ferritin is promoted under cellular iron restriction where NCOA4 is stabilized [8,30]. When iron becomes abundant, iron functions as a bridging ligand between NCOA4 and an E3 ubiquitin ligase, HERC2, which leads to the post-translational downregulation of NCOA4 and thus ferritin iron accumulation [31]. Our studies identify the roles of NCOA4 in macrophage ferritin regulation, particularly for adaptation to iron restriction and when the flux of iron through iron recycling is under control by erythrophagocytosis, hepcidin activity, and inflammation.

The most prominent physiological role of macrophages in iron biology is to recycle heme iron from effete red cells and convert it into nonheme iron available to newly developing erythroid cells. Each red blood cell contains vast amounts of iron in the form of heme, and thus erythrophagocytosis may impose risk from an acute expansion in the cellular iron pool to macrophages. The current studies identify a transitional storage of iron within ferritin between heme digestion and the export of elemental iron by ferroportin. This is remarkably similar to the role of erythroid ferritin during terminal erythroid differentiation, where it functions as an intermediate form of iron between iron import and mitochondrial heme biosynthesis [14,31]. The heme molecules of phagocytosed erythrocytes are transferred to phagolysosomes, and then transported into the cytosol via a heme transporter HRG1 [15]. There, heme oxygenase 1 catalyzes heme into bilirubin, carbon monoxide, and ferrous iron [32], which is the form of iron transported out by ferroportin at the plasma membrane. Notably, we observed a delay in export of nonheme iron stemming from the digestion of heme introduced by erythrophagocytosis. Thus, ferritin iron as an intermediate form of cytosolic nonheme iron could function as a buffering mechanism for keeping the labile iron pool within a presumably manageable nontoxic range, as for the case of developing erythroid progenitors [14,31], after and before heme digestion and cellular export, respectively.

Recently, the physiological implications of facilitated ferritin turnover via ferritinophagy has been determined in vivo using mouse models of *Ncoa4* deficiency [9,11,33,34]. A series of them suggest a role of NCOA4 in controlling the rate of systemic iron recycling. First, splenic iron overload has been associated with microcytic anemia in mice with systemic germline deletions of *Ncoa4* [9,11,33]. Secondly, comparisons of hematological and iron indices between mice with erythron-specific and somatic *Ncoa4* knockout support contributions of both erythroid and nonerythroid NCOA4 to systemic iron supply [33], which would include macrophage NCOA4. Thirdly and most recently, wild-type mice with bone marrow transplanted from *Ncoa4*-null animals featured marked increase in splenic iron contents, particularly, when iron intake was restricted [34]. Our mechanistic cell culture studies further support the physiological importance of NCOA4 in ferritin regulation and iron recycling by macrophages (Figure 4g). Whether the majority or only a small fraction of iron from erythrophagocytosis enters the route of ferritin and ferritinophagy in macrophages remains to be determined, and studies on a macrophage-specific *Ncoa4* knockout model would be of particular relevance. However, considering the large contribution of iron recycling to the total daily iron requirement for new red cell production (over 90% for humans [3]), it is reasonable to predict that even a partial loss in this pool of iron supply would produce physiological consequences on systemic iron homeostasis and metabolism.

Similar to cellular iron balance, organismal iron distribution and homeostasis are regulated through an orchestrated control of iron utilization, acquisition, recycling, and storage. Central to the regulation of systemic iron homeostasis is the peptide hormone, hepcidin, which normalizes serum iron under systemic iron overload by inhibiting ferroportin activity on the plasma membranes of iron-supplying enterocytes, hepatocytes, and reticuloendothelial macrophages [2]. Ironically, the retention of iron within these cells by hepcidin may impose greater risk of oxidative stress and thus cytotoxicity when more iron is available due to organismal iron overload. Ferroportin is the sole iron exporter, transporting cytosolic iron across the plasma membrane. Thus, when hepcidin is present and cells lose their capability to remove excess iron via export, they must rely on an alternative mechanism for protection against iron-induced cytotoxicity. Of relevance is the sequestration of cellular iron into ferritin, which can be promoted by enhanced ferritin synthesis via the IRP-IRE regulatory system [5] and facilitated metalation of the storage protein via the iron chaperone activity of PCBP1 [14,35]. In addition to these, our studies indicate that conserving ferritin by restricting ferritinophagy could further support the capacity of cells to safely handle an expansion in intracellular iron when export becomes limited by hepcidin. Such cross-talk between ferroportin and ferritin mediated by NCOA4 has been previously demonstrated in ferroportin-overexpressing HEK293 cells [36] and is expected to provide protection against iron-induced organ or tissue failure by systemic iron overload.

Macrophages under signals of inflammation or infection become classically activated and polarize toward their M1 phenotype [37]. This induces a coordinated shift in iron metabolism genes to sequester iron within the macrophage as a function of nutritional immunity [38]. Increased hepcidin activity is also an integral element of nutritional immunity. These, however, may produce an iron-rich microenvironment within macrophages that could be favored by intracellular pathogens, such as *Salmonella* [39]. Thus, enhanced cellular capacity to sequester cytosolic iron would become physiologically and immunologically beneficial to the host under infection and could be accomplished by putting a brake on ferritinophagy as demonstrated herein. Notably, the repression of *Ncoa4* by LPS was measurable at the transcript level in both J774 macrophages and the spleen of mice, suggesting involvement of a molecular mechanism distinct from that by cellular iron status, which is primarily at the post-translational level [30,31].

Ferritin oligomers contain ferritin L and ferritin H subunits at various compositions under different cellular and physiological conditions. The enhanced production of ferritin by inflammatory stimuli have been demonstrated to be driven primarily by increasing ferritin H expression rather than that of ferritin L [26,40,41]. Ferritin H possesses ferroxidase activity which permits intracellular ferrous iron to be converted into ferric iron and stored in its biochemically inert form within ferritin [42]. While lacking ferroxidase activity, ferritin L contributes to the capacity of iron storage by ferritin [42]. Recently, ferritin H has been demonstrated to have another unique role in ferritin iron metabolism. Ferritin H but not L mediates the complex formation between NCOA4 and ferritin oligomers, which is required for the initiation of ferritinophagy [9,31]. Thus, the differences in the degree of ferritin H and L activation by inflammation could serve another physiological purpose. Ferritin complexes predominantly composed of ferritin H subunits would be more efficient in being targeted by NCOA4 and thus go through ferritinophagy. The selective upregulation of ferritin H under inflammatory conditions would be favorable for recovery from hypoferremia and to restore iron supply to meet erythropoietic or other physiological iron demands once infection or inflammation subsides.

Iron disorders and conditions leading to dysregulated iron affect millions of people, therefore the search for effective treatments to combat them is constant [2]. The present studies have clinical implications owing to the role of macrophages in systemic iron homeostasis. While hypoferremia induced by inflammation functions as an acute phase response [38], prolonged inflammation can lead to extended iron deficiency and thus anemia [2]. Notably, anemia of inflammation is the second most common form of anemia behind only iron deficiency anemia, affecting individuals with long-term infections, autoimmune disorders, cancer, chronic kidney disease, and many other inflammatory conditions [43]. It is characterized by normocytic or microcytic anemia and tissue iron accumulation. This is remarkably similar to the phenotypic presentation of *Ncoa4*-knockout mice [11,33]. Among the genetic disorders leading to iron dysregulation is hereditary hemochromatosis, characterized by tissue iron overload attributed to inadequate hepcidin activity and thus hyperabsorption of iron [44]. If untreated, hemochromatosis can lead to organ damage, cirrhosis, cardiovascular complications, diabetes mellitus, and increased risk of infections [44]. To date, the most common treatment strategy for this iron disorder remains phlebotomy [2], while recent efforts for the pharmaceutical application of synthetic hepcidin analogs against iron overload have been promising [12,25]. The current studies identify NCOA4 and ferritinophagy as upstream of the iron transfer through macrophage ferroportin, i.e., the supply of iron from iron recycling. Thus, pharmacologically modulating autophagy or more specifically NCOA4-mediated ferritinophagy [9,45] could be relevant to treatment of disorders of systemic iron dyshomeostasis, including anemia of inflammation and hereditary hemochromatosis.

## 5. Conclusions

This study details the roles and regulation of NCOA4 and ferritinophagy in J774 mouse macrophages, demonstrating the significance of the process in both cellular and systemic iron homeostasis. NCOA4 is imperative to the facilitated turnover of ferritin in the late stage of red cell iron recycling and a regulatory target of hepcidin and inflammatory stimulus. The repression of NCOA4 by iron overload and infection is expected to support the cellular capacity to safely retain iron in its chemically inert form and thereby protect cells against potential oxidative stress and microbial burden by intracellular pathogens. Thus, ferritinophagy may serve as a potential therapeutic target against disorders of systemic iron dysregulation, infection, and chronic inflammation. Further research employing animal models *Ncoa4*-deficient macrophages, dietary iron interventions, and pharmacological means targeting ferritinophagy would provide new insights on the clinical and nutritional implications of our findings at the organismal level and to human beings.

## Figures and Tables

**Figure 1:**
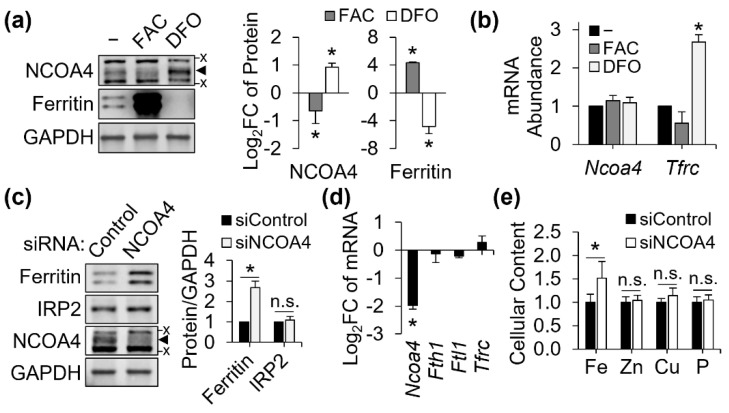
NCOA4 responds to cellular iron status and controls cellular ferritin and iron levels in J774 macrophages. J774 macrophages were treated with ferric ammonium citrate (FAC; 100 μg/mL) and deferoxamine (DFO; 100 μM) for 18 h to produce cellular iron overload and deficiency, respectively. Iron adequate cells (−) were without any iron treatments. For NCOA4 knockdown, cells were transfected with siRNA and cultured for 24 h. (**a**) NCOA4 protein abundance and its inverse relationship to cellular iron and ferritin levels (*n* = 3 independent experiments). (**b**) Responses of *Ncoa4* and *Tfrc* mRNA to iron treatments, normalized to *Tbp* (*n* = 3 independent experiments). (**c**) Effects of NCOA4 RNAi on ferritin and IRP2 protein abundance. Protein quantitation is normalized to GAPDH (*n* = 4 independent experiments). (**d**) Responses of iron homeostasis genes to *Ncoa4* silencing at the transcript level efficiency, normalized to *Tbp* (*n* = 4 independent experiments). (**e**) Cellular mineral contents normalized to cell counts (*n* = 5 biological replicates). All data presented as mean ± SD. *, *p* < 0.05. n.s., not significant. x, non-specific band. ◄, NCOA4 band.

**Figure 2:**
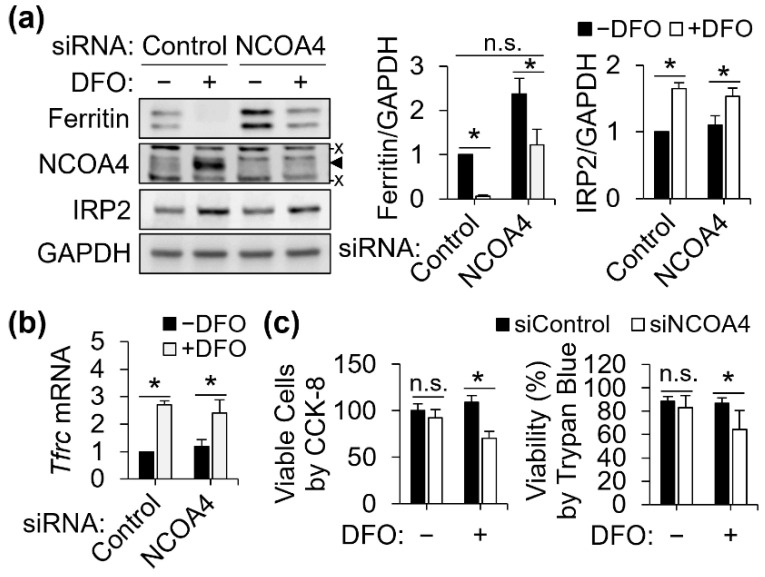
NCOA4 is required for the adaptation to cellular iron deprivation by J774 cells. J774 macrophages were treated with DFO (100 μM) for 18 h after 24 h of NCOA4 siRNA transfection. (**a**) Effects of NCOA4 and iron deficiency on ferritin and IRP2 protein abundance (*n* = 3 independent experiments). (**b**) Response of *Tfrc* mRNA abundance to iron restriction is not affected by NCOA4 depletion (*n* = 3 independent experiments). (**c**) Decrease in viable cell number by co-depletion of iron and NCOA4 by DFO and RNAi, respectively. Relative numbers of viable cells were determined using Cell Counting Kit 8 (CCK-8) and are shown in percentage of the average measure of cells with control siRNA without DFO treatment. Cell viability was determined by trypan blue exclusion (*n* = 4–5 biological replicates). All data presented as mean ± SD. *, *p* < 0.05. n.s., not significant. x, non-specific band. ◄, NCOA4 band.

**Figure 3:**
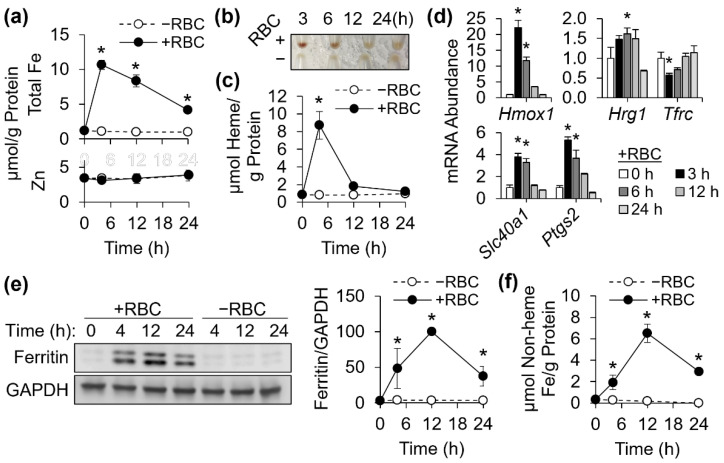
Cellular nonheme iron and ferritin protein contents transiently rise after erythrophagocytosis. J774 macrophages were treated with opsonized erythrocytes for 2 h to induce erythrophagocytosis, and then washed to remove residual non-ingested red cells. (**a**) Cellular contents of total iron and zinc after erythrophagocytosis, determined by ICP-MS and normalized to total protein contents (*n* = 4 biological replicates). (**b**) Cell pellet images of J774 cells treated with or without opsonized red cells. (**c**) Cellular heme contents of J774 cells after erythrophagocytosis, normalized to total protein levels (*n* = 4 biological replicates). (**d**) Regulation of gene transcripts related to iron transport (*Hrg1*, *Tfrc*, *Slc40a1*) and oxidative stress (*Hmox1*, *Ptgs2*) by erythrophagocytosis, normalized to *Tbp* (*n* = 3 biological replicates). (**e**) Immunoblotting of ferritin, and temporal expression pattern of ferritin abundance normalized to GAPDH after erythrophagocytosis (*n* = 4 independent experiments). (**f**) Cellular nonheme iron contents, calculated by subtracting normalized heme iron from total iron contents, after erythrophagocytosis (*n* = 4 biological replicates). All data presented as mean ± SD. *, *p* < 0.05.

**Figure 4:**
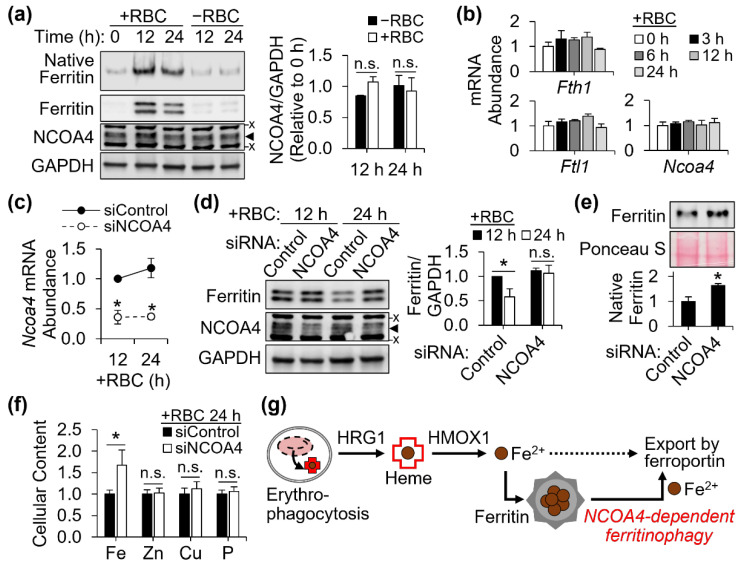
NCOA4 facilitates ferritin turnover and cellular iron release at later stage of erythrophagocytosis. J774 cells were treated with opsonized red blood cells at 0 h and washed at 2 h to remove non-ingested red cells. For NCOA4 depletion, cells were transfected with NCOA4 siRNA 24 h prior red cell treatment. (**a**) Expression of NCOA4 and native ferritin in erythrocyte-treated cells (*n* = 3 independent experiments). (**b**) Lack of changes in ferritin (*Fth1*, *Ftl1*) and *Ncoa4* transcript abundance by erythrophagocytosis, normalized to *Tbp* (*n* = 3 biological replicates). (**c**) NCOA4 knockdown confirmed by qPCR (*n* = 3 independent experiments) (**d**) Steady ferritin expression after erythrophagocytosis in J774 cells deficient of NCOA4. Protein abundance was normalized to GAPDH (*n* = 4 independent experiments). (**e**) Higher abundance of ferritin oligomers after 24 h of erythrophagocytosis in NCOA4-deficient cells, detected by western blot analysis of equal amounts of protein separated by native PAGE (*n* = 3 biological replicates). (**f**) Cellular mineral contents of erythrocyte-ingested J774 macrophages with or without NCOA4 deficiency, normalized to cell counts (*n* = 5 biological replicates). (**g**) Schematic illustration of the flux of iron and regulated ferritinophagy at different iron-recycling steps after erythrophagocytosis. All data presented as mean ± SD. *, *p* < 0.05. n.s., not significant. x, non-specific band. ◄, NCOA4 band.

**Figure 5:**
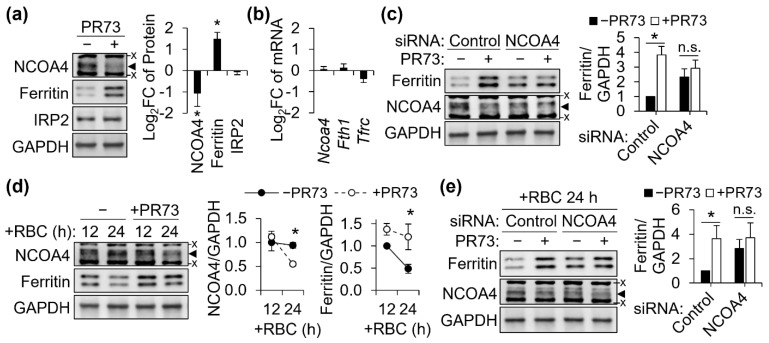
Hepcidin activity post-transcriptionally represses NCOA4 in J774 macrophages. J774 cells were treated with PR73, a minihepcidin analog, to mimic the biological effects of hepcidin in vitro. In experiments involving erythrophagocytosis, J774 cells were treated with opsonized red cells 4 h before PR73 treatment. For RNAi, cells were treated with NCOA4 siRNA 24 h prior to the red blood cell treatment. (**a**) Responses of NCOA4, ferritin, and IRP2 to PR73 (1 μM) in erythrocyte-free macrophages. Relative protein abundance was normalized to GAPDH (*n* = 3 independent experiments). (**b**) Lack of changes in *Ncoa4*, *Fth1*, and *Tfrc* mRNA abundance by PR73, normalized to *Tbp* (*n* = 3 independent experiments). (**c**) NCOA4 RNAi negates the increase in ferritin by hepcidin activity (1 μM). Ferritin quantification was normalized to GAPDH (*n* = 3 independent experiments). (**d**) PR73 (4 μM) repressed NCOA4 and prevented the facilitated turnover of ferritin between 12 and 24 h of erythrophagocytosis (*n* = 3 independent experiments). (**e**) Deficiency of NCOA4 represses the magnitude of change in ferritin by hepcidin activity on erythrocyte-ingested macrophages (*n* = 3 independent experiments). All data presented as mean ± SD. *, *p* < 0.05. n.s., not significant. x, non-specific band. ◄, NCOA4 band.

**Figure 6:**
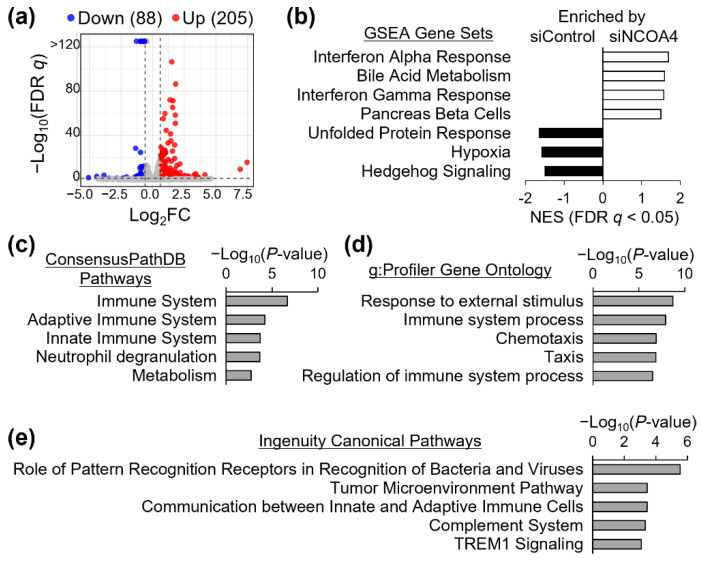
Transcriptome analyses of NCOA4 deficiency in J774 cells reveal gene responses functionally associated with immune system. Transcriptome of control and NCOA4 siRNA-treated cells were profiled via RNA-seq. (**a**) Total of 293 transcript responses were identified using |FC| > 1.5 and FDR-adjusted *q* < 0.05 as thresholds for differential expression and significance, respectively (*n* = 3 biological replicates). Among these, 88 were identified upregulated, while 205 genes were downregulated by NCOA4 deficiency. (**b**) Gene set enrichment analysis (GSEA) revealed enrichment of interferon response and hypoxia gene sets by genes with higher expressions in NCOA4 and control siRNA-treated cells, respectively. (**c**) ConsensusPathDB, (**d**) g:Profiler, and (**e**) Ingenuity Pathway Analysis tools commonly present over-representation of genes functionally annotated to immune system networks and pathways by NCOA4-responsive genes.

**Figure 7:**
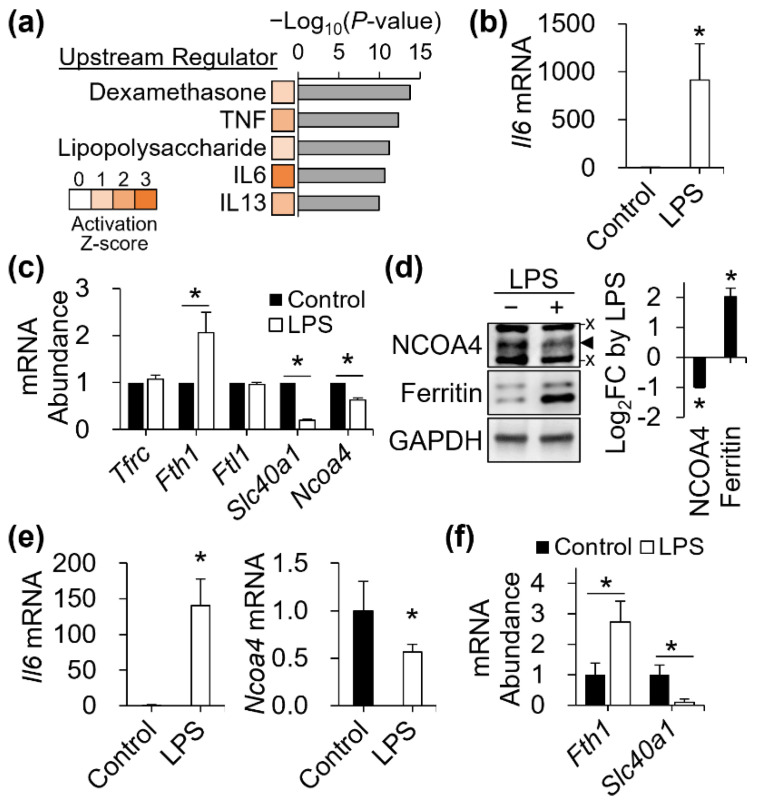
LPS downregulates NCOA4 at the transcript level in vitro and in vivo. (**a**) Top five most significant upstream regulators explaining the gene responses produced by NCOA4 deficiency in J774 cells. The positive activation score > 2 of IL6 predicts its activation in NCOA4-deficient cells. (**b**) Enhanced *Il6* transcript abundance by LPS in J774 macrophages (*n* = 4 independent experiments). (**c**) Responses of *Ncoa4*, *Fth1*, and *Slc40a1* transcripts to LPS in vitro (*n* = 4 independent experiments). (**d**) Repression of NCOA4 and elevation in ferritin proteins by LPS in J774 cells (*n* = 3 independent experiments). (**e**) Upregulation of *Il6* and downregulation of Ncoa4 transcripts in the spleen of male mice after 6 h of intraperitoneal LPS injection (*n* = 5 animals per group). (**f**) LPS-induced responses of splenic ferritin-H (*Fth1*) and ferroportin (*Slc40a1*) transcript abundance (*n* = 5 animals per group). All qPCR data were normalized to normalized to *Actb*. Data presented as mean ± SD. *, *p* < 0.05. x, non-specific band. ◄, NCOA4 band.

**Table 1:** qPCR Primer Sequences.

Transcript	Primer Set	Sequence
*Ncoa4*	Forward	5’-AGCTAAGGCACCCAAGGCTA-3′
	Reverse	5’-CTTAGGGCCTCCTTTGCACG-3′
*Tfrc*	Forward	5′-TCACTTCCTGTCGCCCTATGT-3′
	Reverse	5′-AGAGTGTGAGAGCCAGAGCC-3′
*Fth1*	Forward	5′-CCACGTGACCAACTTACGCA-3′
	Reverse	5′-TCTCATCACCGTGTCCCAGG-3′
*Ftl1*	Forward	5′-GGAGCGTCTCCTCGAGTTTC-3′
	Reverse	5’-GAGATGGCTTCTGCACATCCT-3′
*Ptgs2*	Forward	5’-GCTCAGCCAGGCAGCAAATC-3′
	Reverse	5’-AGTCCGGGTACAGTCACACTT-3′
*Il6*	Forward	5’-CTCGGCAAACCTACTGCGTT-3′
	Reverse	5’-TGACCACAGTGAGGAATGTCCA-3′
*Actb*	Forward	5’-AGGAGTACGATGAGTCCGGC-3′
	Reverse	5’-AGCTCAGTAACAGTCCGCCT-3′
*Tbp*	Forward	5’-AGTTGTGCAGAAGTTGGGCT-3′
	Reverse	5’-TACTGAACTGCTGGTGGGTCA-3′

## Data Availability

The data presented in this study are available on reasonable request from the corresponding author.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/antiox11101926/s1, Dataset S1: RNA-Seq Dataset of Control and NCOA4 siRNA-treated J774 cells.

How the deposited data were processed for this re-analysis (not part of the article)

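RNA-seq of J774 macrophages transfected with control siRNA or NCOA4 siRNA was analysed, with 3 biological replicates of each and 6 libraries in all. The labels and Supplemental Data S1 give the same condition and replicate number for every library. The authors made stranded poly(A) libraries, counted reads per Ensembl gene and deposited TPM per library, with no scaling between libraries. The aligner, the counting tool, the genome build and the annotation are not named in the paper's text. Of the 55487 gene identifiers, 55227 were found in GENCODE M21 (GRCm38) and took their symbol, position and type from it, and 260 had no name. The authors tested their raw counts with edgeR, which was not used here.

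Whole reads were rebuilt from TPM, with gene lengths from GENCODE M21 for 19157 genes, from Supplemental Data S1 for 1602 genes and as the smallest whole number that made all 6 values whole for 337 genes. The rebuilt reads were checked against the raw counts of Supplemental Data S1, and all 293 genes of its table and the 1602 genes above 0 in the part held of its sheet of all genes had the same 6 counts. The lengths of these 1602 genes and the factor from TPM to reads of each library came from that sheet, so their match was largely built in. Depth per library was between 15740335 and 18565412 reads on genes. The rebuilt reads gave the depth behind each value and an alternative test with limma-voom, and were not used for the main test.

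Genes with a mean TPM of at least 0.5 were tested with limma (version 3.58.1, R 4.3.3) on log2(TPM + 0.5), using lmFit and eBayes with a trend, without a block, and with Benjamini-Hochberg adjustment over the 13829 genes. Fold changes are on this scale. A gene was called at an adjusted p under 0.05 and a fold change above 1.5. For single genes an exact two-sided permutation test of TPM over the 20 arrangements of 6 libraries was made, whose smallest p is 0.1. A gene with at most 3 reads in every library of a group was taken as being at the floor, and its change is given as a bound.

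Gene lists were tested with camera at a preset correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over 25 lists of at least 5 tested members. Of these, 17 stand for gene sets, pathways, regulators and iron genes of the paper, and 8 others were added. The topics of these 8 were chosen after reading Supplemental Data S1, and the members of all 25 lists were written after its table of genes with their fold changes, which comes from these libraries, had been read. The lists do not equal the published gene sets, whose members the paper's text does not give. Over-representation in 4 Reactome pathways, as carried by fgsea (version 1.28.0), was tested with a one-sided Fisher's exact test against the tested genes with an Entrez identifier.

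The genes named are Ncoa4, its near-identical copy and every gene the paper names, the 5 largest and 5 smallest log2 fold changes among called genes whose 3 NCOA4 siRNA values all lay on the same side of the control values, and up to 6 called members with the smallest adjusted p of each list or pathway. Other names are marked as chosen after their values were seen. Some genes that this rule selects are not reported here. The gene lists, the tests and their thresholds, this rule and 17 of the alternatives were set before the deposited files were opened, but after that table had been read. These alternatives were pseudocounts of 1 and 0.1, no filter, a mean TPM of at least 5, median centring, quantile normalization, removal of the genes of the mitochondrial genome, eBayes without a trend, limma-voom, the ratio of group means, the replicate number as a block, and each library left out in turn. For lists, camera with an estimated correlation, fry and a preranked test of fgsea with 10000 permutations were added to these, and for pathways the higher genes only, the lower genes only and a background of a mean TPM of at least 5. Another 2 alternatives, a mean of at least 10 rebuilt reads and the removal of genes whose 3′ untranslated region holds GAATGCC, were chosen after seeing the data.

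The test was tried on simulated data drawn from the real genes' means and library sizes. It called 76.4% of 200 genes changed 2-fold, with a mean of 10 wrong calls per simulation, 9.8 of them on genes with a mean under 10 reads, and a mean of 4.2 calls without any change. Short sequences in 3′ untranslated regions were tested with a Python script (Python 3.11.15). The neutrophil degranulation pathway and the IPA scores were not analysed here, and no qPCR or protein measurement is part of these data.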

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

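The tests of the mitochondrial genes and of the Ms4a and Gimap families, and the names of Apoe, C1qb, Csf1r, Fcrls, Gimap6, Gm28437 and mt-Atp8, were chosen only after the result was seen, and the gene list tests, planned for all of these lists together, were split into a test per list after the values under other scalings and without genes with GAATGCC had been seen.

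Of 8 gene lists beyond those for the paper's figures and iron genes, 7 differed between NCOA4 siRNA and control siRNA by limma's camera with Benjamini-Hochberg adjustment. The list of lysosome and autophagy genes, a process that the paper discusses, did not (adjusted p = 0.294). Lower with NCOA4 siRNA were ATF4 target genes (adjusted p = 1.49e-10, median log2 fold change -0.11, 37 of 42 members lower), ERK pathway target genes (1.04e-05, -0.19, 20 of 31), proliferation genes (0.00280, -0.03, 31 of 45) and MYC target genes (0.0115, -0.03, 25 of 41). Higher were resident macrophage genes (2.49e-15, 0.43, 24 of 26), cholesterol synthesis genes (4.97e-06, 0.20, 23 of 23) and FOXO and p53 target genes (0.0267, 0.07, 25 of 39). The median lay on the same side of 0 in 3 of 3 NCOA4 siRNA libraries for each of the 7 lists. Members with an adjusted p under 0.05, in the same order, numbered 11, 7, 3, 3, 16, 4 and 11, and when adjusted over the list alone 18, 14, 3, 4, 23, 11 and 18. As the lists were written after reading the paper's table from these libraries, the latter counts are not independent evidence. Differentially expressed members included Chac1, Slc1a4, Slc6a9 and Trib3 (ATF4), Bmf and Btg2 (FOXO and p53) and Odc1 (MYC). With the correlation between members estimated from these libraries, only the resident macrophage list had an adjusted p under 0.05 (0.0186). The others were then between 0.163 and 0.395.

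Single libraries decided some of these values. The adjusted p of the FOXO and p53 list was 0.0903 without control replicate 2, and its median was 0.05 without that library or NCOA4 siRNA replicate 3. The median of the proliferation list was -0.00960 without control replicate 2, and that of the MYC list was 0.00547, on the other side of 0, without control replicate 3, and also moved by more than 1.5 times without control replicate 2 or NCOA4 siRNA replicate 1.

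Several technical explanations were tested through the camera adjusted p after each correction. The largest value under median centring, quantile normalization and removal of mitochondrial genes was 6.94e-09 for ATF4, 2.79e-05 for ERK, 0.0209 for FOXO and p53, 0.0259 for proliferation, 1.25e-05 for cholesterol synthesis and 8.40e-16 for resident macrophage genes. Camera compares members with other genes, so median centring and removal of mitochondrial genes, which move nearly all genes of a library alike, test little. Quantile normalization left all 6 under 0.05, which argues against library scaling as the whole cause of these 6 differences. For MYC target genes the largest value was 0.124, after quantile normalization, so scaling remains a possible explanation for that list. Median depth was already close, at 17259117 reads with control siRNA and 17612816 with NCOA4 siRNA, so depth had little room. With every library thinned to 15740335 reads, the adjusted p-values, with the lists in the order above and MYC last, were 2.97e-10, 1.38e-05, 0.0293, 0.00201, 4.07e-06, 1.70e-15 and 0.0136. After removal of a trend with GC content and gene length they were 2.55e-10, 2.74e-05, 0.0244, 0.000132, 2.32e-06, 2.22e-16 and 0.00198. Without genes whose 3′ untranslated region holds GAATGCC they were 2.93e-10, 1.44e-05, 0.0174, 0.00576, 5.38e-06, 2.17e-15 and 0.0138, so these genes do not account for the lists. Without all genes of the paper's table they were 1.84e-08, 0.000891, 0.651, 0.00299, 5.68e-06, 1.16e-06 and 0.0397. This argues against members chosen from that table as the whole cause for the ATF4, ERK and resident macrophage lists, with 4, 3 and 10 members in it. The proliferation list has 0 members in that table, and the MYC and cholesterol synthesis lists have 1 each. The removal left these lists almost unchanged, so for them the explanation has little room but was hardly tested. For the FOXO and p53 list, with 6 members in the table, a choice of members and a change of these genes cannot be told apart, because leaving out the members that changed most weakens a list however it was chosen.

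For the lists of ATF4, ERK, proliferation and cholesterol synthesis genes, an effect of NCOA4 siRNA is a candidate explanation that these tests leave open. It was found and tested on the same 6 libraries, and it does not separate loss of NCOA4 from other effects of this siRNA, which were not tested for these lists beyond the removal of genes with GAATGCC (2.93e-10 for ATF4 target genes).

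For the resident macrophage list, 26 of 39 genes were tested in these cells, 13 of them are also on other lists and 10 are in the paper's table. Its 9 differentially expressed members included Selenop, which rose from 24.0 ± 1.13 to 69.5 ± 0.903 TPM, and Maf, from 36.1 ± 0.112 to 57.9 ± 2.05 TPM (SD, n = 3 each). Its most abundant members rose less, Apoe from 437 ± 54.3 to 571 ± 4.82 TPM, Csf1r from 341 ± 20.0 to 422 ± 8.17 TPM and C1qb from 297 ± 16.3 to 394 ± 18.0 TPM. RNA from other macrophages in the NCOA4 siRNA cultures would bring list genes that J774 cells lack. Of 12 members with at most 3 reads in every control library, 1 (Fcrls, 1, 1 and 2 reads against 9, 13 and 9) passed 3 reads in every NCOA4 siRNA library, and 7 had no read in any library. A small share of such cells and a change within J774 cells cannot be told apart, because most of these members are too low to show either.

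Outside the genes that the paper discusses, 2 genes had no read in any control library and more than 3 reads in every NCOA4 siRNA library, and 0 genes showed the opposite. Ms4a4a, which is in the paper's table, had a mean of 22.3 reads with NCOA4 siRNA, and its adjusted p was 0.00127 and at most 0.0216 over the alternatives (limma with Benjamini-Hochberg adjustment). Gimap6 (chromosome 6, 48701582 to 48708225, GRCm38, GENCODE M21) had 22, 9 and 15 reads, a mean of 15.3, at least 5.07-fold higher, but a mean TPM under 0.5, so it was not tested with limma. Reads moved from paralogs would lower other members of each family. Of 4 other Ms4a genes tested, 0 were lower at an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment) or at an unadjusted p under 0.05, and 3 were higher at an adjusted p under 0.05, which argues against reads moved from paralogs to Ms4a4a. Reads taken from relatives that rose were not tested. For Gimap6, 0 other Gimap genes had enough reads to be tested with limma. Among them only Gimap4 had reads, with 0 in every control library and 1, 0 and 0 with NCOA4 siRNA. Other Gimap genes thus held no control reads that could have moved, which argues against reads moved from them to Gimap6.

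The mitochondrial gene mt-Co3 had a log2 fold change of 2.05, from 191, 187 and 177 reads in control replicates 1 to 3 to 1151, 929 and 457 reads in NCOA4 siRNA replicates 1 to 3. Among the protein-coding mitochondrial genes, at least 5 have a full-length nuclear copy on chromosome 1 (that of mt-Co3, Gm28437, lies from 24613189 to 24613971 in GRCm38, GENCODE M21, and is 100% identical over 783 bases). All 5 were higher with NCOA4 siRNA, with a median of 0.72, and mt-Co3 was the only one called. The other 8 had a median of -0.0900, with 6 of them lower, a highest log2 fold change of 0.08 (mt-Atp8) and a lowest adjusted p of 0.429 (limma with Benjamini-Hochberg adjustment), which argues against a rise of all mitochondrial transcripts. The median number of reads was 515 for the 5 copied genes and 62320 for the other 8, a ratio of 121. A counting step that left out most reads matching both genomes could give this. Among the other 8, however, mt-Atp8 and mt-Nd6 had means of only 34.7 and 320 reads, fewer than mt-Co3. No copy of either gene was sought. The gene mt-Atp8 starts between mt-Co2 and mt-Atp6, whose copies on chromosome 1 lie from 24614885 to 24615565 and from 24613974 to 24614651. It may thus be copied too. Whether mt-Nd6, the only one of these genes on the minus strand, has a copy was not tested. The rest of the 8 had at least 43750.5, so whether low reads alone mark a full copy was left open. With such a counting step, the change of mt-Co3 may lie in the few reads kept. A change of the gene, of its copy or of the reads kept cannot be told apart, because the files hold no reads.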

How the results depend on the processing

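The tests with a mean of at least 10 rebuilt reads and without genes that hold GAATGCC were chosen only after the result was seen. None of the alternatives changed the direction or the call of Ncoa4 and Gm6768. The log2 fold change of Ncoa4 was between -1.27 and -1.17 and that of Gm6768 between -1.40 and -1.18, with adjusted p-values (limma with Benjamini-Hochberg adjustment) of at most 0.0261.

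The number of differentially expressed genes (163) ranged from 77 to 172 across the 6 fits that each left out one library, with 86, 77 and 98 without NCOA4 siRNA replicate 1, 2 or 3. For genes with an adjusted p under 0.05 (750) the range was 127 to 807, for higher genes (119) 54 to 120, for lower genes (44) 23 to 52, and for genes shared with the paper's table (140) 61 to 122, each lowest without NCOA4 siRNA replicate 2. Those fits have fewer libraries, which lowers their power. Genes with an adjusted p under 0.05 also numbered 499 without the filter on low TPM, 404 with eBayes without a trend and 1499 with limma-voom on the rebuilt reads. Lower genes numbered 29 with a mean TPM of at least 5, where fewer genes are tested, and 68 with median centring, which moves every gene of a library by the same amount. For the other changes of this paragraph the cause was not tested.

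The replicate numbers are shared by the labels only. Deviations from the group means of libraries with the same number were correlated across genes at 0.0283, -0.0185 and 0.0229, so that the libraries are not paired by them. A fit with the replicate block gave 161 genes with an adjusted p under 0.05 and 87 differentially expressed genes, 61 higher and 26 lower, 77 of them shared with the paper's table. It also turned the direction of the glucocorticoid list (0.979) and gave 0.200 for Adaptive Immune System.

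Camera with a correlation estimated from these libraries left 1 of 25 lists. The adjusted p was 0.199 for the interferon α, hypoxia, pattern recognition receptor and IL4 and IL13 lists, 0.307 for interferon γ, 0.263 for the unfolded protein response, 0.185 for hedgehog signaling, 0.163 for complement and 0.385 for TREM1 signaling, as the test takes the members to move together. Under every other alternative these 9 lists kept their direction and an adjusted p under 0.05. In a separate check without the genes of the paper's table, which leaves out the members that changed most, the adjusted p was 0.135 for complement and 0.557 for IL4 and IL13 targets, and the other 7 stayed under 0.05. The bile acid list passed the threshold without the filter on low TPM (0.0373), with a mean TPM of at least 5 (0.0483), with limma-voom (0.0444) and with fgsea (0.00156), and the pancreas beta cell list with fry (0.0456). With fgsea, the chemotaxis (0.0286), LPS (0.0426) and TNF (0.00369) lists were lower with NCOA4 siRNA. The TNF list also passed without genes that hold GAATGCC (0.0493, chosen after seeing the data) and ranged from 0.0258, without control replicate 2, to 0.369 with single libraries left out. With fry, the IL6 list passed (0.0145) and the LPS list turned to higher (0.784). The direction of lists far from the threshold turned in several settings. This held for the IL6 list with a mean TPM of at least 5 (0.845), for the glucocorticoid list with a mean TPM of at least 5 (0.891), without genes that hold GAATGCC (0.971) and without control replicate 2 or NCOA4 siRNA replicate 1 (from 0.617 to 0.905 across single libraries left out). It held for the iron list with median centring (0.961), eBayes without a trend (0.949), fry (0.784), fgsea (0.232), without genes that hold GAATGCC (0.640) and without NCOA4 siRNA replicate 2 (from 0.736 to 0.996 across single libraries left out). The cause was not tested.

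With the lower genes only, 0 Reactome pathways had an adjusted p under 0.05 and 1 had an unadjusted p under 0.05, with 0.374 for Immune System and for Innate Immune System, where fewer genes enter. Both kept their call under every other alternative. Adaptive Immune System lost it without the filter on low TPM (0.0596), with quantile normalization (0.0690), without mitochondrial genes (0.0888), without genes that hold GAATGCC (0.247), with the higher genes only (0.183), with the lower genes only (0.183) and without control replicate 1 or 2 or NCOA4 siRNA replicate 1 or 3 (from 0.0105 to 0.288 across single libraries left out). Metabolism was over-represented, short of the threshold, only without NCOA4 siRNA replicate 3 (from 0.472 to 0.964). The cause was not tested.

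Small log2 fold changes changed sign, with the cause not tested. Ftl1 was 0.0339 with quantile normalization and between -0.126 and 0.0140 with single libraries left out, the latter without control replicate 3. Pcbp1 was 0.0277 with quantile normalization and between -0.0528 and 0.0588, positive without control replicate 3 or NCOA4 siRNA replicate 1. With median centring Slc48a1 was -0.00944 and Tlr4 -0.00880. Without control replicate 1, Ireb2 was -0.0111 and Tlr4 -0.0164, and their highest values with a single library left out were 0.163 and 0.135. Among the calls of other named genes and lists across all settings, 61 became weaker and 10 stronger. Depth limits genes with few reads. Of the 17 called genes with a mean under 10 reads, limma-voom on the rebuilt reads called 6, and of the 146 others it called 138.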

Differences from the paper's values

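None of the comparisons here was chosen after the values from the deposited files were seen, apart from the 2 alternatives marked so, but all were chosen after the paper's table had been read. The paper's number of differentially expressed genes is 293, against 163 here from limma on log2(TPM + 0.5). Of the alternatives set before the deposited files were opened, limma-voom on the rebuilt reads, with 218 genes, came within 1.5 times of the paper's number, and the others did not, with 77 to 177 genes. A mean of at least 10 rebuilt reads, chosen after seeing the values, gave 184, and leaving out genes with GAATGCC, also chosen after seeing the values, gave 143. The paper's number of genes higher with NCOA4 siRNA is 205, against 119 here. Limma-voom gave 165, which is within 1.5 times, as was the 140 from a mean of at least 10 rebuilt reads, chosen after seeing the values. The other alternatives set before the deposited files were opened gave 54 to 129. The paper's number of lower genes is 88, against 44 here. With median centring it was 68 and with quantile normalization 61, both within 1.5 times, and none of the other alternatives set before the deposited files were opened closed the gap, with 23 to 53 genes.

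The legend of Figure 6 gives the numbers of higher and lower genes in the opposite order to the paper's text. In the paper's table 205 genes have a positive and 88 a negative fold change with NCOA4 siRNA, the order of the text, and here too more genes were higher (119) than lower (44).

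Figure 6b shows the gene sets of bile acid metabolism and of pancreas beta cells as enriched with NCOA4 siRNA. The lists written for them had adjusted p-values of 0.0809 and 0.531 (limma's camera with Benjamini-Hochberg adjustment). The bile acid list passed the threshold without the filter on low TPM (0.0373), with a mean TPM of at least 5 (0.0483), with limma-voom (0.0444) and with fgsea (0.00156), and the pancreas beta cell list passed with fry (0.0456). Figure 6c lists the Metabolism pathway as enriched, where the share of differentially expressed genes in it was 7.09% against 9.11% of the background, with an adjusted p of 0.829 (one-sided Fisher's exact test with Benjamini-Hochberg adjustment). None of the alternatives brought it under 0.05, and the lowest value was 0.472, without NCOA4 siRNA replicate 3. The paper used ConsensusPathDB on its own differentially expressed genes. Here 127 genes called by limma were compared with the other tested genes, on the Reactome pathways carried by fgsea. The genes, the background and the pathway members may thus all differ. Figure 7a shows positive activation scores for dexamethasone, LPS, TNF and IL6. The lists of LPS-induced genes (adjusted p = 0.531 from limma's camera with Benjamini-Hochberg adjustment) and of TNF and NF-κB targets (0.134) did not pass the threshold, with 28 members higher and 27 lower, and 34 higher and 36 lower. With fgsea both passed the threshold, lower with NCOA4 siRNA (0.0426 and 0.00369), although the median of the LPS list was above 0 in 3 of 3 NCOA4 siRNA libraries. The TNF list also passed, lower with NCOA4 siRNA, without control replicate 2 (0.0258) and without genes that hold GAATGCC (0.0493), which was chosen after seeing the values. With fry the direction of the LPS list was higher (0.784). The list for dexamethasone (0.888), with 13 members higher and 12 lower, passed under none of the alternatives. The list of IL6 and STAT3 targets (0.678) passed, higher with NCOA4 siRNA, with fry (0.0145). The genes of these lists are not those of the paper's tools.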

Other observations

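The tests of the pseudogene Gm6768 and of base composition, and the names of the genes with GAATGCC, were chosen only after the result was seen.

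The 6 libraries can be split into 2 groups of 3 in 10 ways. The real split was the only 1 of 10 with as many differentially expressed genes (163), with as many genes with an adjusted p under 0.05 (750) and with as many gene lists with an adjusted p under 0.05 (16). The largest values in the other splits were 2, 2 and 7, and the smallest number of lists was 1. As 10 splits cannot give a share under 0.1, they do not exclude that the real grouping stands out by accident. With all libraries thinned to the same depth, 169 genes were differentially expressed, 147 of them shared with the 163, and after removal of a trend with GC content and gene length 171, of which 151 were shared.

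An siRNA can also silence transcripts whose 3′ untranslated region matches its seed, a stretch of 7 bases near its 5′ end. Whether such sites mark the lower genes was tested over 15959 words of 7 bases in the 3′ untranslated regions of 8713 genes with a mean TPM of at least 5. The word with the lowest z was GAATGCC, at -8.61, in 613 genes. The lowest z over 100 permutations of the genes was -5.12, so 0 of 100 were as low, and the second lowest word was AATGCCA, at -6.50, which overlaps it. GAATGCC occurs in the Ncoa4 transcript at 2 sites of the coding sequence, on chromosome 14 from 32172342 to 32172348 in exon 3 and from 32176579 to 32176585 in exon 8 (GRCm38, GENCODE M21). By chance 22.1% of the tested words occur in Ncoa4. The mean log2 fold change, adjusted for base composition and length of the region, was -0.08 in 255 genes where the word is followed by A, -0.04 in 358 where it is followed by another base, -0.01 in 746 with its last 6 bases followed by A, and 0.01 in the other 7354. The first 2 groups differed (one-sided permutation test, p = 0.00845). Other words of the same bases had a lowest z of -3.24, which argues against base composition. Of 21 lower genes with such a region, 7 hold the word, which is no further evidence, since the word was picked on the same fold changes. They are Ap1s3, Basp1, Commd10, Ero1lb, Fam49b, Pdgfb and Slc1a4. The real split was the only 1 of 10 with a z as large for any word; the largest absolute z in the others was 6.81. In simulations with a shift of 0.06 for the genes with a word, the word was recovered in 20 of 20, with 0.03 in 10 of 20, and with 0.0 in 0 of 20. These values are consistent with off-target silencing through a seed of the NCOA4 siRNA. This is a hypothesis, since the paper's text does not give the siRNA's sequence, and a change in a microRNA that binds the same word was not tested. Without the genes that hold GAATGCC, 143 genes were differentially expressed.

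Silencing by the control siRNA would show as a word that marks the higher genes. The highest z was 4.40, for GCTGAGT. Of 100 permutations, 12 had a z as high when permuted after adjustment and 5 when permuted before it, so that this cannot be told apart from sampling.

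The interferon lists were higher with NCOA4 siRNA, which might be a response to transfected RNA. Of 20 genes that interferon induces most, 19 were tested, with a median log2 fold change of 0.05, 10 higher and 9 lower, and an adjusted p of 0.920 (limma's camera with Benjamini-Hochberg adjustment). Of these, 1 had an adjusted p and 5 an unadjusted p under 0.05. As these members went in both directions, the test decides nothing, and an interferon response cannot be told apart from other causes of the difference in the lists.

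Of the 163 differentially expressed genes, 17 had a mean under 10 reads, 9 higher and 8 lower, and limma-voom on the rebuilt reads called 6 of them. In simulated data, 9.8 of 10 wrong calls were on such genes. Those data gave every gene the same small spread beyond counting noise, which made wrong calls on genes with more reads unlikely from the start. That limma-voom called only 6 of the 17 leaves chance reads on short genes as a possible source of many of these calls.

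The log2 fold change of the pseudogene Gm6768 was -1.30, against -1.21 for Ncoa4, and its sequence is 99.9% identical to it over 1878 bases, which cover 46.2% of the Ncoa4 transcript. Reads of Ncoa4 placed on the copy could give this fall, but a fall of the copy's own transcript, which the siRNA may also match, cannot be told apart from it, because the files hold no reads.

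Among iron genes, which the paper measured in other experiments, Slc40a1 (ferroportin) rose by a log2 fold change of 0.45 (adjusted p = 0.0133) and Tfrc by 0.49 (0.0549), while Fth1 changed by -0.23 (0.0257) and Hmox1 by -0.23 (0.0291), all from limma with Benjamini-Hochberg adjustment and all below the fold change threshold. Each of these 4 lay apart between the groups (exact two-sided permutation test, p = 0.1, the smallest possible). Over all alternatives the adjusted p was 0.000199 to 0.0797 for Slc40a1, 0.00101 to 0.195 for Tfrc, 0.000830 to 0.181 for Fth1 and 0.00349 to 0.143 for Hmox1. That of Slc40a1 was above 0.05 without NCOA4 siRNA replicate 1, 2 or 3, that of Tfrc under it without control replicate 1 or 2, and those of Fth1 and Hmox1 above it with any library but control replicate 1 left out. Ftl1 (-0.04), Slc48a1 (0.05), Ireb2 (0.07), Ptgs2 (-0.10) and Pcbp1 (-0.01) had adjusted p-values of 0.830, 0.555, 0.738, 0.501 and 0.929. Herc2 had a log2 fold change of 0.17 (0.182), and the reference genes Tbp, Actb and Gapdh had -0.05, -0.14 and -0.21. Of the list of 39 iron genes, 32 were tested, with a median of 0.03 (0.00366 without control replicate 1) and an adjusted p of 0.952 (limma's camera with Benjamini-Hochberg adjustment). In it 10 members had an adjusted p under 0.05 and 13 when adjusted over the list alone. Besides Ncoa4, its differentially expressed members were Hfe (0.84, adjusted p = 0.0103), Cp (1.01, 0.0437) and Erfe (-0.82, 0.0128). The list of lysosome and autophagy genes had 57 of 58 genes tested, a median of 0.06 (0.02 without control replicate 1) and an adjusted p of 0.294. In it 3 members had an adjusted p under 0.05 and 4 when adjusted over the list alone.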
